# Tissue-specific expression profiles and positive selection analysis in the tree swallow (*Tachycineta bicolor*) using a *de novo* transcriptome assembly

**DOI:** 10.1038/s41598-019-52312-4

**Published:** 2019-11-01

**Authors:** Alexandra B. Bentz, Gregg W. C. Thomas, Douglas B. Rusch, Kimberly A. Rosvall

**Keywords:** Molecular evolution, Transcriptomics

## Abstract

Tree swallows (*Tachycineta bicolor*) are one of the most commonly studied wild birds in North America. They have advanced numerous research areas, including life history, physiology, and organismal responses to global change; however, transcriptomic resources are scarce. To further advance the utility of this system for biologists across disciplines, we generated a transcriptome for the tree swallow using six tissues (brain, blood, ovary, spleen, liver, and muscle) collected from breeding females. We *de novo* assembled 207,739 transcripts, which we aligned to 14,717 high confidence protein-coding genes. We then characterized each tissue with regard to its unique genes and processes and applied this transcriptome to two fundamental questions in evolutionary biology and endocrinology. First, we analyzed 3,015 single-copy orthologs and identified 46 genes under positive selection in the tree swallow lineage, including those with putative links to adaptations in this species. Second, we analyzed tissue-specific expression patterns of genes involved in sex steroidogenesis and processing. Enzymes capable of synthesizing these behaviorally relevant hormones were largely limited to the ovary, whereas steroid binding genes were found in nearly all other tissues, highlighting the potential for local regulation of sex steroid-mediated traits. These analyses provide new insights into potential sources of phenotypic variation in a free-living female bird and advance our understanding of fundamental questions in evolutionary and organismal biology.

## Introduction

The rapid increase of available transcriptomes for non-model organisms over the past few years has greatly contributed to ecological and evolutionary advances in natural systems^1–3^. This is particularly true for avian species^4^, yet one key species used in eco-evolutionary and organismal biology has a surprising absence of molecular resources. Tree swallows (*Tachycineta bicolor*) are one of the best-studied, free-living native species in North America^5^. They are found continent-wide and their willingness to breed in artificial nest boxes makes them easy to observe and experimentally manipulate. This has led to decades of data on their breeding ecology and life-history, which has advanced understanding of the effects of anthropogenic global change^6^, ecotoxicology^7^, and trade-offs in physiology and behavior^8–10^. Tree swallows are arguably the “white rat” of free-living, North American birds^11^, yet only a handful of studies have performed candidate gene analyses^12–16^. A reference genome was recently assembled for this species^17^, but a genome lacks the ability to indicate gene function, whereas transcriptomic data can facilitate a better understanding of the molecular underpinnings of phenotypic plasticity. Thus, while tree swallows are an invaluable free-living model organism for exploring phenotypic responses to social and environmental variation, transcriptomic resources are sorely needed. Moreover, the wealth of prior research in this system makes the tree swallow well-suited to address fundamental questions in evolutionary and organismal biology.

A major goal in evolutionary biology is to identify genes that are subject to adaptive evolution (i.e., evolving under positive selection)^18^. Avian transcriptomes have been assembled for a wide range of species^4^, which holds promise for new insights into the molecular processes driving adaptation. For example, research in mammals suggests that genes expressed at low levels and those that are tissue‐specific may evolve more rapidly^19^, and work thus far in birds largely mirrors these findings^20–22^. However, only a few studies have used comparative transcriptomics to investigate evolutionary patterns between bird lineages^23–26^, and even fewer include multiple independent tissues^22^. Tree swallows are well-suited for exploring the relationship between protein evolution and tissue specificity, particularly related to tissues involved in reproductive competition and immune function. As aerial insectivores that feed on emergent aquatic insects, they are more susceptible to accumulated contaminants^27^ and this can negatively impact immune function^28^ and reproductive success^29^. Tree swallows are also secondary-cavity nesters with limited nesting sites, which generates steep competition for territories and a substantive population of non-breeding individuals^30^. Predictably, tree swallows have one of the highest rates of extra-pair paternity of any socially monogamous songbird (50–90% of nests contain extra-pair young)^31–33^. Thus, this system can facilitate the discovery of protein-coding genes undergoing positive selection, providing insights into lineage-specific adaptations related to competition and immunity.

Transcriptomes can also be used to explore candidate gene pathways to improve understanding of organismal biology^34,35^. Sex steroids, such as testosterone and estradiol, regulate many physiological and behavioral traits, and there is growing interest in whether or how different sex steroid-mediated traits can evolve in concert or independently^36^. Specifically in females, selection is hypothesized to favor mechanisms that allow for greater phenotypic independence^37^, where traits are less dependent on the direct actions of circulating steroids due to tissue-specific variation in steroid production and/or sensitivity. Unfortunately, most prior work in this field of study has only focused on genes that function downstream of androgen production (e.g., androgen and estrogen receptors and aromatase) in a limited set of tissues (e.g., gonad and brain)^38^. Female tree swallows are especially amenable for addressing these knowledge gaps because they fiercely compete to obtain^9^ and maintain^39,40^ limited nesting cavities and this aggression is, in part, mediated by sex steroids^41^, the consequences of which have important transgenerational effects^42,43^. Future work providing detailed knowledge of tissue-specific regulation of the full suite of steroid processing genes would greatly improve our understanding of the potential for correlated phenotypic evolution across tissues.

Here, we present a functionally annotated tree swallow transcriptome generated from six tissues (brain, blood, ovary, muscle, spleen, and liver) in two females. To capture genes expressed across the breeding season, one female was collected early in the breeding season during territory establishment and another was collected later during incubation. Because we included multiple tissues, we also identified unique genes and processes to better characterize tissue functions. In addition, we report on two initial applications of this new molecular resource. First, to identify genes that are more rapidly evolving in the tree swallow lineage, we performed a comparative analysis of protein-coding sequences, comparing our transcriptome to 8 other avian species with high-quality sequence data. We further analyze characteristics of positively selected genes thought to impact protein evolution^19^, including gene expression levels and tissue specificity, with a focus on the tissue-specific functions identified here. We relate these findings back to tree swallow life history for a greater understanding of molecular evolution in this exceptionally well-studied wild bird. Second, we leveraged analyses of tissue-specific gene expression profiles to ask a fundamental question about organismal regulation of sex steroid-mediated phenotypes. Collectively, these analyses shed light on important questions in evolutionary biology and endocrinology, showcasing this transcriptome as a molecular tool to expand understanding of evolutionary and organismal biology.

## Results

### Assembly evaluation

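RNA of brain, ovary, spleen, liver, muscle and blood was pooled from 2 adult females for each tissue, in equal molar amounts, so each tissue is 1 pool without biological replicates. Each pool was sequenced on both platforms, which gives 12 libraries, with 81 bp reads from NextSeq and 305 bp reads from MiSeq. The deposited table lists counts for 14908 protein-coding segments in steps of 0.5, not normalized and without segment lengths. Its notes name Trimmomatic 0.36 and STAR 2.5.2a, whereas the paper's methods name BWA-MEM for the mapping. Total counts of the NextSeq libraries were 18671071 in brain, 24846715.5 in ovary, 15484468 in spleen, 33587116 in liver, 40798611.5 in muscle and 30082500.5 in blood (median 27464608). Those of the MiSeq libraries ranged from 1011107.5 in brain to 2004444 in muscle (median 1562990.5). These totals are 13.6% to 29.2% of the reads that Table S1 gives for NextSeq and 45.6% to 82.8% of those it gives for MiSeq, and all values use the totals.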

Sequencing was performed with both NextSeq and MiSeq platforms to generate both short and long reads. The average number of paired-end reads per sample was ~136 million (Table S1). 

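The same pool gave much the same profile on both platforms. The rank correlation between the NextSeq and MiSeq libraries of 1 tissue, across segments, was 0.984 in ovary, 0.983 in spleen, 0.981 in brain, 0.973 in liver, 0.966 in muscle and 0.962 in blood. The highest value between different tissues was 0.740, for liver and spleen. For segments with at least 100 counts, the log2 ratio of the 2 platforms had an SD across segments between 0.40 in spleen and 0.43 in muscle. A single count equals 0.0245 to 0.0646 CPM (counts divided by the library total, in units of 1e6) in a NextSeq library and 0.499 to 0.989 CPM in a MiSeq library, so a MiSeq level near 1 CPM rests on 1 or 2 counts.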

Trimmed reads from all six tissues were assembled into 207,739 transcripts, totaling 278,915,174 nucleotides with a mean length of 1,343 base pairs (bp) and an N50 of 1889 bp (see Table 1 for a summary of assessment metrics). Sequence length distribution of these transcripts and other assembly metrics were comparable to other avian species (Supplementary Fig. S1, Table S2). Ultimately, there were 144,119 (69.4%) transcripts that aligned to known proteins in the NCBI database using BLAST (e < 1e-10). We applied a stringent filter to remove any transcripts that did not display high confidence (with at least 50% coverage of the full-length protein and at least 70% identity), which yielded 22,825 transcripts (Table 1). Putatively unspliced introns and largely redundant transcripts were also removed resulting in a set of high confidence protein-coding segments (n = 14,717). 9,344 (63.5%) of these had alignments covering ≥ 90% of the full-length protein. 

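The file names 472 of its segments as uncharacterized proteins (3.17%). Of these, 152 had their highest level in ovary, 130 in spleen and 99 in brain, tissues in which 32.1%, 23.7% and 24.9% of all expressed genes had theirs. Between 350 and 372 of them reached 1 CPM in brain, ovary and spleen, against 217 in muscle, 230 in liver and 251 in blood. Ovary alone expressed 24, brain and spleen 12 each, blood 5, liver 3 and muscle 2. The most abundant transcript of the ovary was one of these, LOC107203432, at 1.51% of the ovary's counts.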

Some of the annotated transcripts were identified as ‘uncharacterized’ proteins (467; 3.2%); however, we included these in subsequent analyses as some could represent unique genes to birds with unknown functions. 

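The great tit (*Parus major*) gave the best match for 4388 segments (29.4%), and the European starling (*Sturnus vulgaris*) for 3094 (20.8%). Together they account for 7482 segments (50.2%). The white-throated sparrow (*Zonotrichia albicollis*) followed with 1831 (12.3%), the canary (*Serinus canaria*) with 1738 (11.7%), the collared flycatcher (*Ficedula albicollis*) with 1375 (9.22%) and the zebra finch (*Taeniopygia guttata*) with 1298 (8.71%). Outside the songbirds, chicken (*Gallus gallus*) was the best match for 317 (2.13%) and the chimney swift (*Chaetura pelagica*) for 137 (0.919%). The segments carry 12935 distinct protein names, and 3497 share their name with another segment.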

Over 50% of annotated transcripts aligned best to *Parus major* or *Sturnus vulgaris* (Supplementary Fig. S2), and the 14,717 protein-coding genes we identified is comparable to the 15,183 in the *Parus major* assembly (Parus_major1.0.3).

**Table 1:** Summary statistics for the *de novo* assembly.

Category	Value
Total transcripts	207,739
GC (%)	45.87
**All transcript contigs**	
N50 transcript length (bp)	1,889
median contig length (bp)	809
mean contig length (bp)	1,343
total assembled bases	278,915,174
**Annotation**	
Transcripts with BLAST hits	144,119 (69.4%)
Transcripts with ≥70% identity and ≥50% coverage	22,825 (11.0%)
Genes with unique BLAST match	14,717 (7.1%)

We evaluated transcriptome assembly quality and accuracy using TransRate^44^ (including backmapping), and completeness using BUSCO (Benchmarking Universal Single-Copy Orthologs)^45^. The final transcriptome had a TransRate score of 0.38 (optimized score of 0.51) and, of the total number of assembled reads, 82% successfully mapped back to the transcriptome. Assessment of completeness using the BUSCO^45^ database of 4,915 orthologs shared among all metazoans suggested that our assembly is 91.7% complete (3,626 complete single-copy BUSCOs and 879 complete duplicated BUSCOs), with 4.8% of contigs fragmented (237 BUSCOs) and 3.5% missing (173 BUSCOs). We assigned Gene Ontology (GO) terms to 9,563 (65.0%) transcripts, and categories were well distributed among biological processes, molecular functions, and cellular components (Fig. 1). Thus, this first draft transcriptome assembly is a good foundation for future research.

**Figure 1:**
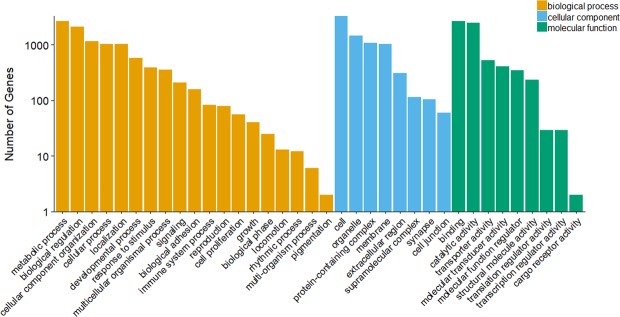
Functional classification of the *de novo* assembly of the tree swallow transcriptome. All tissues are combined and the three main Gene Ontology categories are depicted (biological process, molecular function, and cellular component).

### Tissue expression profiles

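Counts of the NextSeq and MiSeq libraries of a tissue were summed and scaled to CPM, because the file gives no lengths from which the paper's TPM could be computed. CPM compares 1 gene between tissues, not different genes of unequal length. A gene counted as present in a tissue at 1 CPM or more. Tissue specificity (τ) is an index that the paper takes from earlier studies without printing its formula. It was computed here with every value under 2 CPM set to 2, whereas the paper sets 2 for tissues with no detected expression. Each tissue is 1 pool, so no test between tissues was possible, and the 2 platforms give the technical spread only. Lists of marker genes were fixed before the data were examined and were compared with 10000 random lists of the same size and a like mean expression. Confidence intervals are exact Poisson intervals of the counts at 95%, and 3 counts is the one-sided 95% limit for a count of 0. Both cover counting error only.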

An UpSet plot was constructed to compare presence/absence of genes across tissues (Fig. 2). Most of the 14,717 putative genes were expressed in the ovary (n = 13,479 genes; 91.6%), followed by brain (n = 13,332; 90.6%), spleen (n = 12,419; 84.4%), liver (n = 9,868; 67.1%), muscle (n = 8,545; 58.1%), and blood (n = 7,789; 52.9%). 

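Ovary, brain and spleen expressed the broadest sets of genes, and blood the narrowest. Of the 14908 segments, 13159 (88.3%) reached 1 CPM in ovary, 13077 (87.7%) in brain, 12428 (83.4%) in spleen, 9940 (66.7%) in liver, 9117 (61.2%) in muscle and 8596 (57.7%) in blood. Present in all 6 tissues were 6925 segments (46.5%), and 1167 (7.83%) were present in a single tissue. Transcripts over 50 CPM numbered 4957 in ovary, 4407 in spleen and 4341 in brain, but 1931 in blood, 1835 in liver and 1150 in muscle. Ovary led brain by few genes, and brain led under scaling with trimmed mean of M values (TMM). At a minimum of 10 CPM muscle, not blood, had the fewest.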

Libraries were constructed with equal amounts of cDNA, suggesting these differences likely reflect biological variation. 

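A few transcripts dominated the RNA of blood, muscle and liver. In blood, the oxygen carriers hemoglobin beta and hemoglobin alpha-D took 27.3% and 16.9% of the counts, and carbonic anhydrase 2, which hydrates carbon dioxide, took 1.15%. In muscle, the largest segments of the mitochondrial respiratory subunits COX1 and COX3 took 15.4% and 9.16%, and another segment of COX1 8.99%. In liver, the plasma protein albumin took 7.60% and apolipoprotein B, the lipoprotein carrier, 2.24%. The 50 most abundant segments held 71.6% of the counts in muscle, 56.6% in blood and 47.2% in liver, against 19.6% in brain, 19.3% in spleen and 12.3% in ovary. The mitochondrial genome supplied 59.3% of the counts in muscle, 12.1% in brain, 11.8% in liver, 6.01% in spleen, 1.87% in ovary and 0.656% in blood. From the equal amounts of cDNA in the libraries, the paper proposes that the differences in gene number between tissues likely reflect biology.

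**Figure D1:**
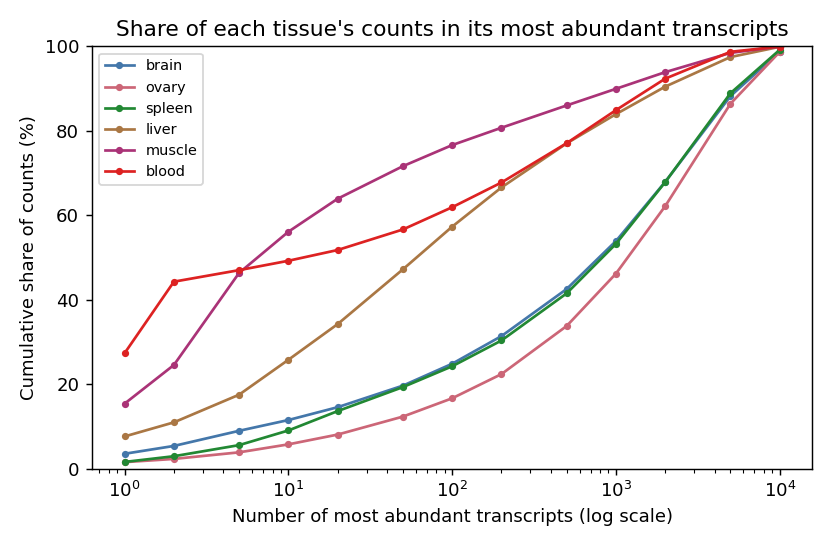
Cumulative share of a tissue's counts, in percent, against the rank of the transcript by abundance on a log axis, 1 line per tissue with both platforms summed. At rank 50 the lines of muscle, blood and liver lie above those of brain, spleen and ovary.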

We identified genes only present in one tissue to gain insight into tissue-specific functions and provide context for downstream analyses on tissue specificity and positive selection. 

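The genes confined to brain included SLC32A1, which loads GABA into synaptic vesicles (261.1 CPM), and stathmin-3 of growing neurites (268.4 CPM). Those confined to ovary included the bromodomain testis-specific protein of germ cells (374.2 CPM). By the rule of at least 1 CPM in a tissue and less in the other tissues, 453 genes were unique to brain, 347 to ovary, 181 to spleen, 69 to liver, 61 to blood and 56 to muscle. Of these, 293, 252, 102, 48, 35 and 37 were unique in each of the 2 platforms' data taken alone. Many lay near the threshold: 22 of the 61 in blood and 62 of the 181 in spleen had between 1 and 2 CPM, while 205 of the 453 in brain exceeded 10 CPM. Requiring under 10 reads elsewhere left 202 in brain, 184 in ovary, 54 in spleen and 28 in blood. TMM scaling gave 161 in blood, and blood had fewer than muscle at 2 CPM (72) and with segments of the same name summed (34).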

Brain and then ovary had the most unique genes expressed, while blood had the least (Fig. 2). 

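SLC17A6, the transporter that fills vesicles with glutamate, had the highest CPM, not scaled by length, of the genes confined to brain, at 862.8 CPM and at most 0.745 CPM elsewhere. MYT1L, a factor that keeps neurons in their fate, had 507.3 CPM there. In ovary, the egg coat protein ZP2 led at 1242 CPM (τ = 0.903), with no more than 0.864 CPM in another tissue. In spleen, the scavenger receptor MARCO of macrophages had 436.1 CPM, and the chemokine CXCL2-like 222.1 CPM (τ = 0.872). In liver, the esterase AADAC led the unique genes at 75.96 CPM, while complement C6 of the membrane attack complex reached 374.0 CPM (τ = 0.883) but also 1.515 CPM in spleen. In muscle, a segment of the calcium sensor troponin C (TNNC2) had 432.6 CPM (τ = 0.886), and MYLK4, a kinase of myosin light chains, 322.2 CPM. In blood, a hemoglobin subunit beta-like transcript had 171.6 CPM and TSPO2, a membrane protein of red cells, 38.44 CPM (τ = 0.810).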

The most abundant, unique gene in each tissue was myelin proteolipid protein (PLP1) in brain, zona pellucida sperm-binding protein (ZP2) in ovary, C-X-C motif chemokine 2-like (CXCL2) in spleen, complement component C6 (C6) in liver, troponin C, skeletal muscle (TNNC2) in muscle, and translocator protein 2 (TSPO2) in blood. The top 10 most abundant, unique genes for each tissue are listed in Supplementary Table S3. 

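For each of the 60 genes of Supplementary Table S3, at least 1 segment of that name had its highest CPM in the tissue that the table lists. The most abundant segment did not in every case: that of PIGR, which carries antibodies across epithelia, had 3042.3 CPM in liver and 36.95 CPM in spleen. A name with many segments passes more easily: SLC2A2 was matched with 13 segments and ERVK-25 with 11. CYB5 passed narrowly, at 90.04 CPM in blood and 88.98 CPM in liver. For 49 of the 60, at least 1 segment of that name was also unique to the tissue. This held for 10 genes in ovary, 8 each in brain, spleen, liver and blood, and 7 in muscle. Among the rest, the chemokine receptor CXCR5, which guides B cells, had 157.0 CPM in spleen and 1.223 CPM in blood. TNNC2 is among the 49 through another segment, as its main segment had 3003.5 CPM in muscle and 2.157 CPM in ovary.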

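Markers of germ cells made up a part of the genes confined to ovary: 11 of 12 oocyte genes were unique there, among them MOS, which holds the egg in meiosis (309.4 CPM), and NANOG, a pluripotency factor (170.2 CPM). Of 14 genes of the piRNA pathway, which silences transposons in the germ line, 3 were unique to ovary. Genes confined to spleen included PAX5, the identity factor of B cells (123.8 CPM), and CD28, the costimulator of T cells (47.71 CPM). In all, 2 of 9 B-cell genes, 2 of 11 T-cell genes and 1 of 9 macrophage genes were unique to spleen. Of 17 skeletal muscle genes, 2 were unique to muscle, APOBEC2 (89.70 CPM) and the Z-disc protein MYOZ2 (51.07 CPM). Brain held 6 unique genes of the hypothalamus and pituitary list, 3 neuronal and 3 glial. Gene Ontology terms are not in the file, so overrepresentation was not analysed here.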

GO overrepresentation analyses of all uniquely expressed genes for each tissue indicated that immune response (GO:0006955) was the most significant biological process in spleen, musculoskeletal movement (GO:0050881) in muscle, gene silencing by RNA (GO:0031047) in ovary, and developmental induction (GO:0031128) in brain; for a full list see Supplementary Tables S4-7. Uniquely expressed genes in liver and blood did not have overrepresented GO terms.

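Liver's unique genes included the glucose transporter SLC2A2 (72.40 CPM) and 3 segments named UGT1A1-like, which conjugates bilirubin and drugs (58.15, 55.60 and 44.35 CPM). Vitamin K-dependent protein Z, a cofactor that restrains clotting, had 44.96 CPM. Of 23 hepatocyte markers, 1 was unique to liver, and most of the others were also above 1 CPM in spleen (22 of 23) or ovary (18 of 23). In blood, 8 unique genes exceeded 10 CPM, among them the kinase PIM1 (26.06 CPM), the embryonic globin hemoglobin pi (21.23 CPM) and the receptors GALR3 for galanin (18.85 CPM) and NPFFR2 for neuropeptide FF (18.05 CPM). Of 12 erythrocyte genes, 2 were unique to blood.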

**Figure 2:**
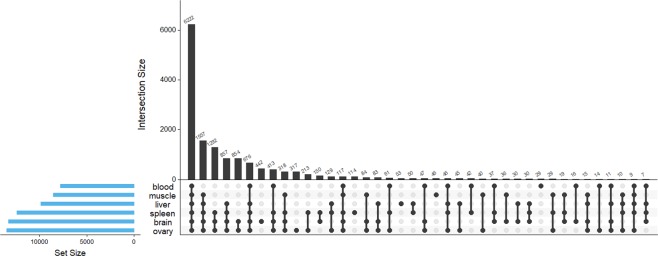
UpSet plot depicting the number of unique and shared transcripts with protein hits found in each tissue. Intersection size is the number of transcripts with TPM ≥ 1 in designated sets or groups.

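Genes expressed in brain and ovary alone included hormones and the machinery that releases them. Chromogranin A (CHGA), which packs hormones into granules, had 459.0 CPM in brain and 175.3 CPM in ovary. Tyrosine hydroxylase (TH), the entry enzyme of catecholamine synthesis, had 9.907 and 14.03 CPM. CHGA and TH also belong to the list of adrenal genes. Whether adrenal tissue in the ovary pool added to their ovary levels was not tested. Growth hormone-releasing hormone (GHRH) had 3.252 CPM in brain and 33.33 CPM in ovary, prolactin (PRL) 1.118 and 6.567 CPM, and the appetite peptide neuropeptide Y (NPY) 15.12 and 1.565 CPM. The luteinizing hormone receptor LHCGR was an ovary gene (32.72 CPM) that just passed 1 CPM in brain (1.219 CPM). The synaptic protein SNAP25 was the reverse, at 1253 CPM in brain and 1.374 CPM in ovary. The pair shared 688 genes, the most of any pair, and those with the highest lower level were the cytoskeletal MAP1B (886.9 and 340.0 CPM), VAT1L (301.9 and 766.6 CPM) and the uncharacterized C14orf37 homolog (182.3 and 500.2 CPM).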

The greatest overlap in presence/absence of genes occurred between brain and ovary (n = 854 genes; Fig. 2), and an overrepresentation analysis indicated that these genes are involved in the regulation of hormone secretion (GO:00468; FDR = <0.001) and aggressive behavior (GO:0002118; FDR = 0.03). 

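Genes shared by ovary and spleen alone included genes of dividing cells and regulators of gonads and spleen. The mitotic kinase PLK1 had 187.1 CPM in ovary and 14.34 CPM in spleen, and RRM2, which makes nucleotides for replication, 211.7 and 34.46 CPM. WT1, which gonads and spleen of mammals need to form, had 57.50 and 50.53 CPM, and NR5A1, which switches on steroidogenic genes, 87.68 and 6.850 CPM. This pair had 185 genes, or 120 at a minimum of 0.5 CPM. Spleen and blood shared 82, among them the T-cell gene CD3E (130.6 CPM in spleen, 3.434 CPM in blood). Spleen and liver shared 56, including the bile acid receptor NR1H4 (1.121 CPM in spleen, 105.8 CPM in liver). Hepatocyte markers lay at a median of 1.17% of their liver level in spleen, and 26 of the 56 genes had no more than 2 times that share. Ovary and muscle shared 43, such as myosin light chain MYL1 (2.883 CPM in ovary, 4199 CPM in muscle) and MYOZ1 (4.772 and 572.7 CPM).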

Spleen overlapped in expression most with ovary (n = 213 genes), liver with spleen (n = 50), blood with spleen (n = 42), and muscle with ovary (n = 40).

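The highest level of all was that of hemoglobin beta, at 273157 CPM in blood. The 14561 segments with at least 1 CPM in a tissue had a median sum of 122.8 CPM and a mean of 412.0 CPM (SD 4096, across genes). The lowest 5% lay under 5.64 CPM and the highest 5% over 1095 CPM. These sums are in CPM and stand on another scale than TPM.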

Expression levels (reported as transcripts-per-million, TPM) were highly variable among tissues and genes (median = 105.0 TPM; mean = 404.8 TPM ± 5348.9 SD). The summed expression level (log TPM) for a given gene across tissues was negatively correlated with the index of tissue specificity (τ) (Spearman ρ = −0.40, p < 0.0001; Fig. 3), suggesting that highly expressed genes are less tissue specific. However, tissue specificity also varied based on which tissue maximally expressed the gene (ANOVA, F_5,14617_ = 204.1, p < 0.0001). 

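By the median, genes with sums of 10 to 50 CPM were the most tissue specific, and those over 500 CPM the most broadly expressed. Spearman's ρ between summed CPM and τ across 14561 genes was −0.29, and −0.31 in the MiSeq data. Median τ was 0.612 for the 2965 genes with sums of 10 to 50 CPM, 0.444 for 8121 genes from 50 to 500 CPM and 0.294 for 2061 genes from 500 to 5000 CPM. The 1327 genes under 10 CPM had a median of 0.327, because the floor of 2 CPM caps τ for rare transcripts. Genes are not independent replicates, so no p is given. The relation is stronger with a floor of 1 CPM (ρ = −0.67) and close to none when the maximum over tissues takes the place of the sum (ρ = −0.07).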

The lowest τ was found in genes that had their highest expression in blood, while the highest τ was found in genes with maximal expression in brain and liver (Table 2).

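Genes with their highest level in liver or brain were the most tissue specific, and those highest in blood the least. Mean τ was 0.536 in liver (SD 0.206, n = 907 genes), 0.530 in brain (SD 0.214, n = 3631), 0.456 in muscle (SD 0.226, n = 599), 0.455 in ovary (SD 0.196, n = 4679), 0.426 in spleen (SD 0.194, n = 3450) and 0.390 in blood (SD 0.180, n = 1295). Values of τ over 0.8 were found for 12.9% of the genes highest in liver, such as the clotting factor prothrombin (F2, τ = 0.839), and for 1.39% of those highest in blood. Brain passed liver with a floor of 1 CPM (0.678 against 0.630), and spleen was lowest on a linear scale (0.731). Under TMM scaling blood had 3164 genes, the most of any tissue, and muscle 2286.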

**Figure 3:**
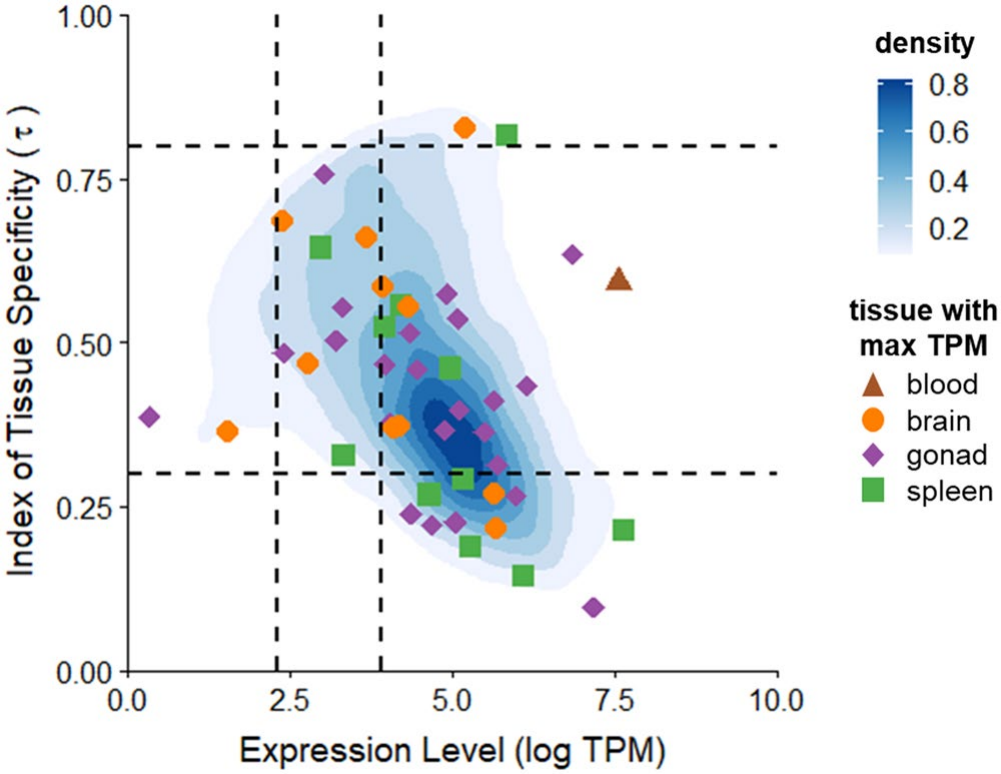
Correlation of summed expression levels (log TPM) across all tissues and index of tissue specificity (τ). Genes under positive selection are depicted as points (color and shape indicate the tissue in which each gene was maximally expressed). All other genes are shown as 2D kernel density estimates. Dashed lines create quadrats that denote expression values on the x axis (low, TPM < 10; medium, TPM = 10–50; high, TPM > 50) and τ on the y axis (broadly expressed, τ < 0.3; moderate, τ = 0.3–0.8; highly specific, τ > 0.8).

**Table 2:** Mean index of tissue specificity of expression (τ) for genes with maximal expression in each of the six tissues, together with 95% confidence intervals (CI). N_max_ represents the number of genes with maximal expression in each of the tissues.

Tissue	N_max_	τ_avg_	95% CI (τ)
Liver	847	0.522	0.510–0.534
Brain	3977	0.520	0.515–0.526
Muscle	413	0.459	0.438–0.480
Ovary	5507	0.445	0.441–0.449
Spleen	3127	0.417	0.412–0.423
Blood	752	0.388	0.377–0.398

### Positive selection analysis

To identify candidate genes under positive selection, we compared protein-coding sequences in the tree swallow with 8 other avian species. The branch-site test in PAML^46,47^ identified 46 genes with significant evidence of positive selection in the lineage leading to tree swallows using two different codon alignment methods (see Methods). Although there were no significantly overrepresented GO terms for this set, several genes were associated with processes that are relevant in the context of tree swallow life history or ecology, including feeding behavior (RMI1, CNRIP1), lipid metabolic processes (DECR2, LIPT1), reproduction (ALKBH5, PTTG1, EIF2B4, DRC7, CCDC40), immune system processes (IL12B, TRIM25, USP14, CPPED1, ICOS, TSPAN2), muscle system process (GTF2IRD1), and visual perception (FAM161A). The complete list of positively selected genes is in Supplementary Table S8.

We next explored whether accelerated molecular evolution of these proteins was associated with expression levels or tissue specificity. Similar to the overall patterns reported above, the summed expression level (log TPM) for positively selected genes was also negatively correlated with τ (ρ = −0.37, p = 0.01; Fig. 3). 

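Among positively selected genes, broadly expressed ones tended to have higher sums: OCIAD1, a mitochondrial protein, summed to 895.9 CPM with τ = 0.0611, and DEUP1, which builds centrioles, to 15.28 CPM with τ = 0.735. PTTG1 and HEMGN ran against this, with high sums and τ near 0.71. Of the 46 genes, 44 reached 1 CPM in a tissue. Spearman's ρ between summed CPM and τ across these 44 was −0.49 in the summed data and −0.31 in the MiSeq data. The 2 left out were MAB21L4, at 0.802 CPM in ovary, and AKAP14, an anchoring protein of kinases, at 0.534 CPM in brain.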

Positively selected genes tended to be expressed at lower levels across tissues (260.08 TPM, 95% CI = 126.33–393.83) compared with non-positively selected genes (405.23, 95% CI = 318.26–492.20; p = 0.08, by bootstrapping), but they did not differ in their tissue specificity (positively selected genes: τ = 0.434, 95% CI = 0.382–0.486 vs. non-positively selected genes: τ = 0.460, 95% CI = 0.457–0.463; p = 0.33). 

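The positively selected genes had a mean sum of 206.8 CPM over the 6 tissues (SD 258.2, n = 44 genes), against 412.7 CPM for the other 14517 expressed genes. Such a mean stands at the 13.2 percentile of random lists of 44 genes, whose median was 289.3 CPM. The medians were 122.4 and 122.8 CPM, and by the median the list stood at the 49.8 percentile. Mean τ was 0.462 (SD 0.199) for positively selected genes and 0.466 for the others, at the 44.6 percentile. Against random lists with like sums it stood at the 8.92 percentile. The percentiles describe these libraries and are not p-values.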

Two positively selected genes were highly tissue specific in their expression, cannabinoid receptor interacting protein 1 (CNRIP1) and inducible T-cell costimulator (ICOS), which had maximal expression in the brain and spleen, respectively (Fig. 3). 

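CNRIP1, which binds the cannabinoid receptor of neurons, had 73.19 CPM in brain, 0.758 CPM in spleen and 0.477 CPM in ovary, with τ = 0.839. ICOS lies on activated T cells. It had 172.0 CPM in spleen and 2.070 CPM in blood, with τ = 0.864. No other positively selected gene passed 0.8. HEMGN, a nuclear protein of red cell precursors, had τ = 0.707, the highest of those with their maximum in blood.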

Expression levels of positively selected genes did vary significantly across tissues (ANOVA, F_5_ = 3.27, p < 0.01), with ovary expressing significantly higher levels of these genes (average = 84.35 TPM, 95% CI = 44.82) than muscle (24.53 TPM, 95% CI = 20.87) or liver (27.50 TPM, 95% CI = 20.69), which expressed the lowest levels (Tukey test, p = 0.02).

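Of the 46 positively selected genes, 18 were highest in ovary, 11 in spleen, 10 in brain, 6 in blood, 1 in muscle and none in liver. Of all expressed genes, 32.1% were highest in ovary, 23.7% in spleen, 24.9% in brain, 8.89% in blood, 4.11% in muscle and 6.23% in liver. Only 25 of the 46 kept their tissue in each platform and scaling, and only 44 reached 1 CPM in a tissue. TMM scaling moved genes such as MTUS1 and TRIM25 to liver and USP14 and LIPT1 to muscle. PTTG1, the protein securin, led in ovary at 353.7 CPM. The mean over the 46 genes was 52.57 CPM in ovary (SD 65.98), 46.33 CPM in blood (SD 155.7), 41.62 CPM in spleen (SD 60.57), 28.28 CPM in brain (SD 33.36), 15.98 CPM in liver (SD 28.58) and 13.04 CPM in muscle (SD 29.45). The mean of blood rests on HEMGN, at 1011 CPM. Without the 2 most abundant genes it was 19.14 CPM, while ovary kept 49.00 CPM. The median over genes was 27.81 CPM in ovary and 2.713 CPM in blood. Blood was highest in the MiSeq data (57.87 CPM) and under TMM scaling (82.02 CPM).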

### Tissue-specific capacity for steroid synthesis and sensitivity

We further explored tissue-specific expression patterns of steroidogenic genes because of the emerging endocrine research on the role of different tissues in mediating sex steroid-related phenotypes. Our transcriptome included the major enzymes involved in sex steroid synthesis (StAR, p450scc, CYP17, 3βHSD1; see 17βHSD analysis below), although most were limited in their expression to the ovary and occasionally spleen (all τ > 0.63), with CYP17 being the most ovary specific (τ = 0.84) followed by 3βHSD1 (τ = 0.78). 

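Transcripts of the genes that turn cholesterol into sex steroids were highest in the ovary pool, in which the adrenal markers CYP21A2-like and MC2R were highest too. STAR, which brings cholesterol into mitochondria, had 110.9 CPM in ovary (95% interval 106.9 to 115.0) and 12.28 CPM in spleen (10.64 to 14.09), with at most 1.035 CPM elsewhere and τ = 0.776. CYP17A1, which makes androgen precursors, had 96.59 CPM in ovary (92.87 to 100.4) and no count in spleen, which allows up to 0.182 CPM by the one-sided limit. Its τ of 0.848 was the highest of the group. HSD3B1, the enzyme 3βHSD1, had 118.1 CPM in ovary (114.0 to 122.3), or 23.3 times its level in spleen, and τ = 0.816. The cleavage enzyme CYP11A1 (P450scc) was scarce and had τ = 0.455. The 4 genes kept ovary as their highest tissue in both platforms and under every scaling. In the file they are the segments tree_swallow012147t1_sg0.0, tree_swallow006117t1_sg0.0, tree_swallow007992t1_sg0.0 and tree_swallow012279t1_sg0.0, in this order.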

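CYP11A1 opens steroid synthesis by cutting the side chain of cholesterol. It had 3.570 CPM in ovary (95% interval 2.88 to 4.37), 4.83 CPM in the MiSeq data alone, and 0.229 CPM or less in every other tissue. For 3βHSD1 the MiSeq libraries gave 1.978 CPM in brain, 1.966 CPM in liver and 1.247 CPM in muscle. These values come from 2, 3.5 and 2.5 counts. With the NextSeq reads added, the levels were 0.356 CPM in brain (0.143 to 0.733), 0.636 CPM in liver (0.401 to 0.959) and 0.724 CPM in muscle (0.492 to 1.028).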

P450scc expression was generally low (max = 5.2 TPM), and MiSeq detected very low 3βHSD1 expression in brain and liver (2.0 and 1.7 TPM, respectively), suggesting only limited *de novo* steroidogenic potential outside of the ovary and spleen. 

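CYP19A1 encodes aromatase, which turns testosterone into estradiol. It had 301.8 CPM in ovary (95% interval 295.2 to 308.5) and 20.60 CPM in brain (18.65 to 22.71), a ratio of 14.7, and no more than 0.455 CPM in the other tissues (τ = 0.797). SRD5A2, a 5α-reductase that makes dihydrotestosterone, had 48.56 CPM in ovary (45.93 to 51.31) and 0.965 CPM in brain, with no count in liver or muscle (τ = 0.822). SRD5A1, of the same function, was spread more widely, with 13.11 CPM in ovary, 4.609 CPM in liver and 4.268 CPM in brain (τ = 0.607). TMM scaling moved its highest level to liver.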

Enzymes involved in later sex steroid conversion were primarily expressed in the brain and ovary, with SRD5A2 and AROM being predominantly ovary specific (τ = 0.81 and 0.79, respectively) and SRD5A1 less so (τ = 0.55). Sex steroid binding capabilities, on the other hand, were more ubiquitous; most sex steroid receptors examined (e.g. AR and ESR1) were expressed across most tissues (excluding blood), with GPER1 being more specific to the brain (all τ < 0.66). Thus, tissue specificity appeared to decrease along the steroidogenic pathway, from steroid synthesis to receptor binding (Fig. 4).

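Estrogen receptors reached several solid tissues at low levels. Estrogen receptor alpha (ESR1) was highest in liver, at 32.83 CPM (95% interval 30.97 to 34.77), with 8.934 CPM in ovary and 1.849 CPM or more in brain, spleen and muscle (τ = 0.632). Estrogen receptor beta (ESR2) had 19.72 CPM in ovary, 10.66 CPM in liver and 2.388 CPM in brain (τ = 0.643), and was highest in liver under TMM scaling. The membrane receptor GPER1 was highest in brain, at 9.628 CPM (8.31 to 11.1), with 2.849 CPM in spleen (τ = 0.663). In blood these 3 stayed at or under 0.282 CPM.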

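Synthesis genes were present in the fewest tissues and receptors in the most: a mean of 1.75 tissues for the 4 synthesis genes, 2.0 for the 3 conversion enzymes and 3.75 for the 4 receptors. Mean τ was 0.724 for synthesis (SD 0.181, n = 4 genes), 0.742 for conversion (SD 0.117, n = 3) and 0.673 for receptors (SD 0.0549, n = 4), differences smaller than the SD within synthesis and within conversion. Synthesis genes had the highest mean τ with a floor of 1 CPM (0.956 against 0.887 and 0.796). Under TMM scaling they had the lowest (0.599), which rests on CYP11A1. Its ovary level of 3.570 CPM, divided by the ovary factor of 2.23, falls under the floor of 2 CPM, so its τ becomes 0. In the main values too the floor caps its τ, at 0.455, while STAR, HSD3B1 and CYP17A1 had 0.776, 0.816 and 0.848. From such values in the 6 tissues the paper reasons that specificity appeared to decrease from synthesis to receptor binding.

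**Figure D2:**
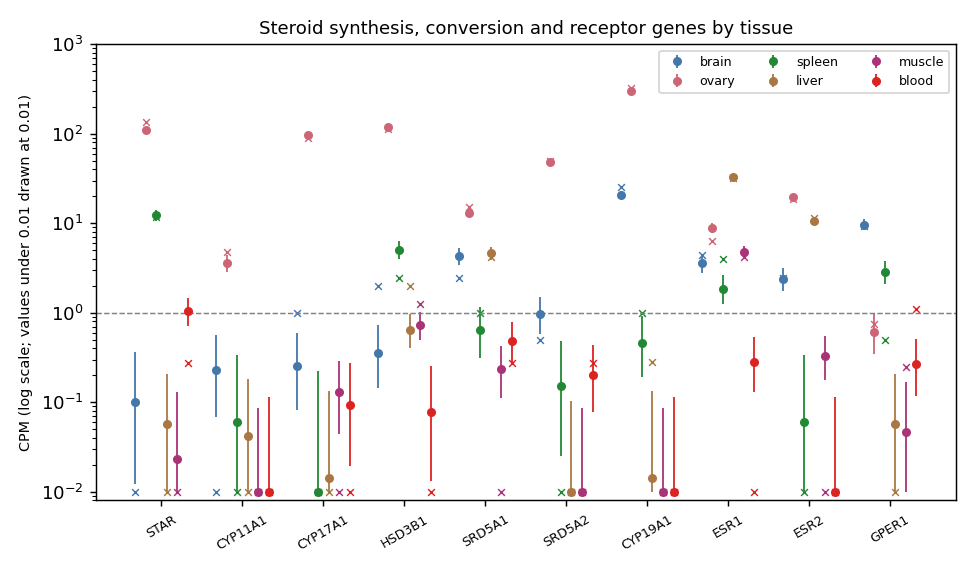
Level of 10 steroid genes in the 6 tissues in CPM on a log axis. Points are the summed libraries with 95% Poisson intervals, crosses the MiSeq library alone, the dashed line is 1 CPM, and values under 0.01 CPM are drawn at 0.01. The points of the synthesis genes lie over the line in ovary and for few other tissues.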

**Figure 4:**
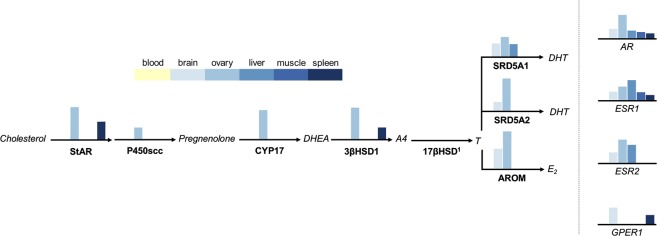
Steroidogenic capacity and sensitivity by tissue. The y-axis values are held constant throughout but are arbitrary as only relative expression levels are of importance. ^1^17βHSD data were excluded because of uncertainty around isoform function (see text). Abbreviations: StAR, steroidogenic acute regulatory protein; P450scc, cytochrome P450 side-chain cleavage; CYP17, cytochrome P450 17α-hydroxylase/17,20lysase; DHEA, dehydroepiandrosterone; 3βHSD1, 3β-hydroxysteroid dehydrogenase/isomerase; A4, androstenedione; 17βHSD, 17β-hydroxysteroid dehydrogenase; T, testosterone; SRD5A1, steroid 5 alpha-reductase 1; SRD5A2, steroid 5 alpha-reductase 2; AROM, cytochrome P450 aromatase; DHT, dihydrotestosterone; E_2_, 17β-estradiol; AR, androgen receptor; ESR1, estrogen receptor alpha; ESR2, estrogen receptor beta; GPER1, G protein-coupled estrogen receptor 1.

We excluded 17βHSD from the above analysis because it has several isoforms that both synthesize and metabolize sex steroids, and there is some suggestion that avian isoforms may function differently than the more well-characterized mammalian isoforms^48,49^. 

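HSD17B2, which inactivates estradiol and testosterone, had 106.1 CPM in ovary and 4.029 CPM in liver, the next tissue. HSD17B1, which makes estradiol, had 8.533 CPM in ovary (95% interval 7.45 to 9.73), 22.7 times its level in the next tissue. HSD17B8 was low throughout, with 10.27 CPM in ovary and 6.226 CPM in muscle, which became its highest tissue under TMM scaling and without the 50 most abundant genes. These isoforms formed 1 of 2 clusters by Euclidean distance on log2 CPM. The other held the abundant isoforms, HSD17B4 of peroxisomal fat oxidation (779.5 CPM in liver), HSD17B13 of lipid droplets (1322 CPM in liver), HSD17B12 of fatty acid elongation (334.9 CPM in ovary, or highest in liver under TMM) and HSD17B7 of cholesterol synthesis (333.7 CPM in ovary). With a correlation distance or with each gene centred, HSD17B7 took the place of HSD17B8.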

To ameliorate this uncertainty regarding pathways of sex steroid synthesis in birds, we identified 7 isoforms of 17βHSD and clustered them into two groups based on tissue-level expression patterns: cluster 1 was more ovary-specific and included 17βHSD1, 17βHSD2, and 17βHSD8; and cluster 2 had more general expression and included 17βHSD4, 17βHSD7, 17βHSD12, and 17βHSD13 (Supplementary Fig. S3). 

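Among the isoforms of 17βHSD, τ was 0.821 for HSD17B2 and 0.677 for HSD17B1, both highest in ovary. HSD17B7 followed with 0.610, then HSD17B13 with 0.492, HSD17B8 with 0.397, HSD17B4 with 0.341 and HSD17B12 with 0.328. Over the 7 isoforms the mean was 0.524 (SD 0.186), and an isoform was present in a mean of 4.43 tissues. Under TMM scaling the τ of HSD17B1 was 0.484, as its ovary level of 8.533 CPM was divided by 2.23 and came closer to the floor of 2 CPM.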

The most tissue-specific isoforms (17βHSD1, τ = 0.74, and 17βHSD2, τ = 0.79) were expressed most highly in the ovary, the primary site of sex steroidogenesis, while all other isoforms ranged from τ = 0.34–0.58.

## Discussion

Transcriptomic data from multiple tissues can shed light on important questions in evolutionary and organismal biology. Tree swallows are one of the most studied free-living birds across many disciplines within ecology, evolution, and behavior, and the *de novo* transcriptome assembly here provides a key molecular resource for further advancing these fields. Using this new resource, we first identified several dozen genes showing signs of positive selection along the tree swallow lineage, many of which are related to metabolic, reproductive, and immune processes. We also identified tissue-specific functions, while highlighting the potential for various tissues to locally produce and bind sex steroids. Below, we discuss the implications of these findings and how they inform our understanding of molecular and organismal evolution.

Validations suggest this transcriptome covers a wide range of protein-coding sequences, including 91.7% of BUSCOs thought to be found in all metazoans. This compares quite favorably to other *de novo* transcriptomes in passerines using BUSCO to evaluate completeness against the vertebrate gene set (30–62% complete)^50^. Additionally, our TransRate score of 0.38 is higher than > 50% of the transcriptomes deposited in the NCBI Transcriptome Shotgun Assembly database^44^. Finally, our backmapping rate of 82% is also comparable to other *de novo* transcriptomes in birds, including European starlings (*Sturnus vulgaris*, 82%)^50^ and rock doves (*Columba livia*, 70–80%)^35^. In addition, the 14,717 annotated transcripts closely match the 15,183 protein-coding genes identified in the *Parus major* assembly (Parus_major1.0.3), which shared the highest degree of sequence similarity to our data. This number is also similar to other *de novo* transcriptomes in passerines (ranges from 7,135–17,898; Table S2) and well-established reference transcriptomes in songbird species, like the zebra finch (*Taeniopygia guttata;* taeGut3.2.4) and collared flycatcher (*Ficedula albicollis;* FicAlb_1.4), which contain 17,488 and 15,303 annotated protein-coding genes, respectively. Subsequent studies would ideally include samples from males, non-breeding stages, and juveniles; however, data thus far suggest that this transcriptome from 2 females at 2 breeding stages (6 tissues each) has good coverage.

Tissue-specific gene expression provides one mechanism by which the same genome can generate differentiated phenotypes among tissues. In our dataset, uniquely expressed genes were largely considered typical for each tissue. For example, muscle-specific genes were associated with muscle contraction and spleen-specific genes with immune response. 

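All 17 skeletal muscle genes found in the file were highest in muscle, among them troponin T of the thin filament (TNNT3, 16727 CPM), the oxygen store myoglobin (MB, 8812 CPM) and skeletal actin (ACTA1, 6800 CPM). In spleen, 9 of 9 macrophage genes were highest, such as TIMD4, which clears dying cells (637.6 CPM), and the complement subunit C1QC (542.7 CPM). Of 11 T-cell genes 10 were highest in spleen, with CD96 at 121.1 CPM, and the exception, CD247, had 16.80 CPM in ovary and 14.46 CPM in spleen, in reverse order in the MiSeq data. Of 9 B-cell genes 8 were, with JCHAIN, the joining chain of secreted antibodies, at 5432 CPM and the signalling kinase BTK at 215.6 CPM. EBF1 had 33.02 CPM in brain. Each of the 4 lists stood at the 100 percentile of the random lists. TMM scaling moved MRC1 to liver and CD79B and CD247 to blood, but no muscle gene.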

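Blood was marked by red cells and thrombocytes, which keep their nucleus in birds. Of 12 erythrocyte genes 10 were highest in blood, among them ankyrin ANK1 of the membrane skeleton (9531 CPM), the iron importer TFRC (3652.5 CPM), the anion exchanger SLC4A1 (1612 CPM) and the ammonia channel RHAG (1006 CPM). GATA1 (46.34 CPM) and GYPC (9.851 CPM) were highest in spleen, but under TMM scaling GATA1 was highest in blood and GYPC in muscle. Of 7 thrombocyte genes 6 were highest in blood, such as the adhesion receptor subunit GP1BB (264.6 CPM) and tubulin TUBB1 (243.3 CPM), while F13A1 was nearly equal in blood and spleen (230.8 and 230.0 CPM, in reverse order in the MiSeq data) and THBS1 was highest in spleen. Red cell transcripts were not confined to blood: hemoglobin beta had at least 222.9 CPM and the main hemoglobin alpha-D segment at least 151.7 CPM in every solid tissue.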

Two tissues, blood and liver, had few unique genes and no overrepresented GO terms, indicating they may perform more diverse functions. However, genes with maximum expression in the liver had relatively high tissue-specificity, and unique genes in the liver were related to processes like complement system, lipoprotein production (presumably for eggs), and metabolism (e.g., glucuronidation). 

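Plasma proteins and lipid carriers set the liver apart. Of 23 hepatocyte markers 22 were highest in liver, among them HPD, which breaks down tyrosine (11731 CPM), transferrin (TF, 6042 CPM), fibrinogen alpha (FGA, 3431 CPM) and complement C8A (837.4 CPM). Transthyretin (TTR), a thyroid hormone carrier, had 363.4 CPM in brain and 156.1 CPM in liver, and was highest in liver under TMM scaling. Of 6 yolk precursors 5 were highest in liver: APOB, RBP4 for retinol (15967 CPM), vitellogenin VTG2 (161.8 CPM, and 28.08 CPM in ovary), VTG1 (37.66 CPM, and 30.01 CPM in ovary) and apovitellenin-1 (APOV1, 20.65 CPM). Genes of fatty acid synthesis were highest there for 6 of 7, led by fatty acid synthase FASN (17484.5 CPM) and ATP-citrate lyase ACLY (4421 CPM). DGAT2, which makes triglycerides, had 294.6 CPM in ovary and 257.6 CPM in muscle, in reverse order under TMM scaling and without the 50 most abundant genes.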

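Genes of synaptic transmission were highest in brain for 15 of 15 neuronal markers. They include the glutamate receptor subunits GRIA2 (1332 CPM) and GRIN1 (826.3 CPM), the calcium sensor of vesicle release SYT1 (1180 CPM) and GAD2, which makes GABA (786.6 CPM). All 7 glial genes were highest in brain, such as myelin basic protein MBP (1959 CPM) and the astrocyte glutamate transporter SLC1A2 (699.6 CPM). Under TMM scaling and without the 50 most abundant genes, the neurofilament NEFL moved to blood and the water channel AQP4 to muscle. Neuropeptides were scarce: somatostatin (SST) had 12.96 CPM, vasoactive intestinal peptide (VIP) 10.14 CPM, corticotropin-releasing hormone (CRH) 8.028 CPM and AVP 2.591 CPM. Of 10 expressed genes of hypothalamus and pituitary 7 were highest in brain, 1 of them (TRH) not in the MiSeq data, while PRL and GHRH were highest in ovary and TSHB in spleen, or in liver under TMM.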

The brain had the most uniquely expressed genes which were associated with synaptic transmission, neuropeptide signaling, and other neural processes. Furthermore, genes maximally expressed in the brain were relatively tissue-specific, suggesting the brain is enriched with differentiated cell types and/or unique functionality. This finding is supported by studies in mammals indicating the brain may have more fine-tuned expression networks than other tissues^51–53^. 

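Germ cell and small RNA genes marked the ovary. Of 14 piRNA pathway genes 13 were highest in ovary, among them TDRD1 (495.7 CPM), TDRD6 (279.7 CPM) and the slicer PIWIL1 (53.99 CPM), whereas TDRD7 had 151.2 CPM in spleen and 143.8 CPM in ovary. All 12 oocyte genes were highest in ovary, such as GDF9 and BMP15, growth factors secreted by the oocyte (113.3 and 84.82 CPM), and the oocyte linker histone H1FOO (149.9 CPM). These counts were the same under TMM scaling. Of 10 genes of follicle cells 8 were highest in ovary, or 7 under TMM, which moved FST to liver. They include anti-Müllerian hormone (AMH, 116.7 CPM), the sex-determining factor FOXL2 (59.52 CPM) and the follicle-stimulating hormone receptor FSHR (43.62 CPM). NR5A2 was highest in liver (48.01 CPM) and INHBA in brain (3.023 CPM).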

The ovary expressed the second highest number of unique genes and showed the most significant overrepresentation for terms pertaining to gene silencing, likely having to do with germ cell development. We also explored the shared gene expression patterns between ovary and brain, which had the greatest gene overlap. While shared expression profiles do not necessarily imply similar function^54^, these tissues shared genes associated with processes like hormone secretion and aggression, consistent with the well-established coordination of these tissues via the hypothalamic-pituitary-gonadal, or HPG axis, which mediates many reproductive and aggressive behaviors.

In an initial application of this transcriptome, we identified 46 putative positively selected genes in the lineage leading to tree swallows, compared to 8 other avian species. While we did not find any significantly overrepresented processes among these apparently rapidly evolving genes, GO terms associated with these genes represent potentially important and well-studied adaptations in this system. For example, tree swallows are the only aerial insectivore in our analysis (data for other swallows and swifts is currently being generated^55–57^). Aerial insectivores can spend 80% or more of the day in flight^5^, gathering prey during acrobatic flight, potentially requiring enhanced muscle functioning and visual perception, but they must also contend with periods of food shortages, which they do by adjusting growth to environmental conditions^58–61^. This metabolic flexibility could relate to positively selected genes involved in feeding behavior and lipid metabolism, such as RMI1, which regulates feeding behavior and energy homeostasis^62^, and CNRIP1, a highly brain-specific gene that modulates appetite through cannabinoid receptor 1 activity^63^. Genes related to fat metabolism generally appear to be more susceptible to rapid evolution along the passerine lineage^23^. We also found several genes associated with immune function that are potentially under positive selection, such as ICOS, a highly spleen-specific gene, associated with enhanced T-cell responses. T-cell functioning is important for tree swallows because their diet of emergent aquatic insects makes them more susceptible to the bioaccumulation of toxins that can reduce immune responsiveness^28^. Our selection analysis also identified genes associated with sperm performance (CCDC40 and DRC7)^64^ that could be related to the high rates of extra-pair paternity in tree swallows^31,33^, which is known to create strong selection pressures associated with sperm competition^65–67^. Therefore, many of the candidate genes under positive selection can be explained by well-studied adaptations specific to tree swallow life history and ecology.

Several factors interact to influence adaptive molecular evolution, including protein function, expression level, tissue specificity, and more^19^. Of these factors, the effects of expression level and tissue specificity are particularly well suited to transcriptomic analyses. For instance, more rapidly evolving genes tend to have lower expression, potentially due to selection against protein misfolding^19^. Our finding that genes under positive selection tended to be expressed at a lower level compared to the rest of the transcriptome supports the idea that fast-evolving genes are characterized by lower expression levels^20,22^. Furthermore, we found that expression levels were negatively correlated with tissue specificity, suggesting genes with more specific functions have lower expression levels^20,21,34^. Higher tissue specificity may act to release genes from evolutionary constraints by allowing for greater compartmentalization and avoiding potentially competing roles^19^. Specifically, genes expressed primarily in immune and reproductive tissues have been shown to be under strong selection^20,21,68,69^. While we did not find that positively selected genes were significantly more tissue specific, our analyses highlighted many positively selected genes related to reproduction (ALKBH5, PTTG1, EIF2B4, DRC7, CCDC40) and immune system processes (IL12B, TRIM25, USP14, CPPED1, ICOS, TSPAN2). Positively selected genes were also most abundant in the ovary, and two highly tissue-specific positively selected genes were expressed in the brain and spleen. Thus, genes in these tissues may be more rapidly evolving in tree swallows, which is consistent with their high rate of extra-pair paternity^31,33^ and propensity to accumulate environmental contaminants^27^. However, these conclusions should be regarded conservatively, because there are likely other genes under positive selection that we did not detect due to the species we included. For example, the cavity-nesting species (*Ficedula albicollis*, *Parus major*, *Cyanistes caeruleus*, and *Sturnus vulgaris*) shared a high degree of protein similarity with the tree swallow, likely preventing us from finding unique protein changes associated with adaptations required for cavity nesting (e.g., heightened territorial aggression). As more high-quality transcriptomes are developed for non-model organisms, we can begin to more accurately address these evolutionary questions.

In a second application of our transcriptome, we analyzed tissue-level variability along the pathway of sex steroid hormone production and binding as a window into the organismal potential for independent regulation of suites of sex steroid-mediated traits. The degree to which tissues can independently regulate this has become a hot topic in evolutionary endocrinology, due to the potential to decouple hormones from their organism-wide pleiotropic effects and elicit more specific, potentially adaptive suites of traits^37,70,71^. Recent work suggests that this kind of hormonal and behavioral plasticity may be particularly important for females, potentially allowing regulation of sex steroids, like testosterone, in a tissue-specific manner to avoid the systemic costs of elevated testosterone^15,41^. We found that steroid receptors were expressed almost ubiquitously across tissues (excluding blood), suggesting that most tissues studied here have the potential to locally regulate steroid sensitivity. This finding is not surprising given the dynamic functions steroids perform^72^, and past studies showing expression of these genes within the tissues included here^35,73–75^. Fewer studies, however, have measured expression of steroidogenic enzymes, particularly in peripheral tissues^15,74–76^. We found that these enzymes were primarily ovary-specific in gene expression, but as you move further along the steroidogenic pathway from *de novo* synthesis to later metabolism, genes became less tissue specific in their expression. 

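In spleen, 3βHSD1, which forms progesterone and androstenedione, had 5.062 CPM (95% interval 4.04 to 6.27) from 83.5 counts, and 2.47 CPM in the MiSeq data. STAR passed 1 CPM in the same pool. Of the 4 synthesis genes these 2 were present in spleen, where CYP11A1 had 1 count. Oocyte markers such as ZP2 (0.0909 CPM) and ZP3 (no count) were near or at 0 in spleen, but the germ cell helicase DDX4 had 8.669 CPM there.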

The spleen was the only other tissue to express a sex steroid-synthesizing enzyme; however, it was 3βHSD1, which can be co-opted to synthesize corticosterone or other immunosteroids known to respond to metabolic and immune stressors^74,77^. Strikingly, steroid-synthesizing enzymes early in the pathway were largely absent from brain expression profiles. This is surprising considering that both male and female birds typically express enzymes capable of *de novo* steroid synthesis in the brain^48,78–80^. 

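In brain, STAR rested on 2 counts (0.102 CPM), CYP11A1 on 4.5, CYP17A1 on 5 (0.254 CPM, 95% interval 0.0825 to 0.593) and 3βHSD1 on 7. None of these 4 genes of early synthesis reached 1 CPM. At 19682178.5 counts, 3 counts in brain equal 0.152 CPM. A transcript under that level may leave no count at this depth.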

One possibility is that we failed to detect genes expressed at very low levels, and had we measured protein levels, which tend to be considerably higher than mRNA expression levels^79^, we would have found these genes in more tissues. Another possibility is that neurosteroid synthesis varies seasonally in its expression and our lack of non-breeding females precluded us from finding these genes in the brain. Enzymes capable of neurosteroid synthesis may have higher neural activity during the non-breeding season^80^, which could be indicative of a seasonal switch in how sex steroids are regulated. Future work with more biological replication is needed to fully tease apart these alternatives, though our findings clearly show marked sex steroid processing and binding abilities across many different tissues.

Components of the steroid pathway are still unresolved in birds, specifically for 17βHSD, which has multiple isoforms with unknown expression and/or function. Thus, as a final application of this transcriptome, we used patterns of tissue-specific gene expression to improve knowledge of putative 17βHSD functionality. We were unable to identify all known mammalian isoforms, an issue also addressed in the zebra finch genome assembly^48^. Of the 14 known 17βHSD isoforms^81^, we found 7 in our transcriptome. The two isoforms responsible for testosterone synthesis in most mammals (17βHSD3 and 17βHSD5)^49^ were not present in the current transcriptome. Within the zebra finch genome assembly, 17βHSD5 was also not found and 17βHSD3 was localized to the Z chromosome^48^. These findings could stem from low sequence homology, or birds may not have or express all known steroidogenic enzymes or they may synthesize testosterone with different isoforms than mammals. In general, the role of 17βHSD enzymes are controversial because they can be species-specific and act on a large set of substrates (e.g., steroids, fatty acids, retinols, etc.), so their function is partly defined by tissue expression^81^. We found three isoforms that were primarily expressed in the ovary and had putative roles with steroid processes, including estradiol synthesis (17βHSD1) and steroid inactivation (17βHSD2 and 17βHSD8) in mammals^49^. Of these, 17βHSD1 is the most likely candidate to perform testosterone synthesis in female tree swallows. It was largely ovary-specific (τ = 0.74) and has demonstrated the ability to synthesize both estrogen and testosterone in other species (e.g., mice^82^). 

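The estrogenic isoform HSD17B1 was close to confined to ovary, with 0.376 CPM in blood, 0.203 CPM in brain, 0.0303 CPM in spleen, 0.0234 CPM in muscle and no count in liver. The paper reasons from its expression in ovary, and from its activity in other species, that this isoform is the most likely candidate for testosterone synthesis.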

Regardless, this highlights the need for future studies on 17βHSD in birds, particularly 17βHSD1, which our data implicate as a key steroidogenic isoform.

## Methods

### Sample collection

Tissues were collected from adult female tree swallows during territory establishment early in the breeding season (n = 1 female) and during incubation (n = 1). Collections occurred in Monroe and Brown County, Indiana (39°9 N, 86°31 W) in April and May 2016 between 900–1200. Females were euthanized with an overdose of isoflurane, followed by decapitation, and tissues were immediately collected. Gonad, liver, spleen, pectoral muscle, trunk blood, and brain were frozen on powdered dry ice and transferred to −80 °C in the lab. The female collected during territory establishment was actively engaging in aggressive interactions at an empty nest box (KAR, pers. obs.) and had recrudesced ovaries with small white follicles. The female collected in May was incubating a clutch of 5 eggs completed 3 days earlier; she had mostly white ovarian follicles with approx. 4 small yellow follicles. While the use of only two adult females does limit our ability to detect some genes (e.g., genes only expressed in juveniles or males), it helps reduce concerns about integrating allelic variation thereby improving the assembly. This study was approved by the Bloomington Institutional Animal Care and Use Committee under protocol #15–004 and all methods were performed in accordance with the relevant guidelines and regulations.

### RNA extraction, library preparation, and sequencing

Total RNA was extracted from each sample separately using the phenol-chloroform-based Trizol method, following the manufacturer’s instructions (Invitrogen, Carlsbad, CA). Total RNA was resuspended in water, and quality (RIN > 8.0) and quantity of RNA was analyzed with an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA). Total RNA was prepared into equimolar pools for each tissue and submitted to Indiana University’s Center for Genomics and Bioinformatics for cDNA library construction using a TruSeq Stranded mRNA LT Sample Prep Kit (Illumina) following the standard manufacturing protocol. When preparing larger fragments, the fragmentation step was reduced from 8 min to 10 s at 94 °C. Sequencing was performed by using an Illumina NextSeq 500/550 Kit v2 with a 150-cycle sequencing module generating 81 bp paired-end reads. After the sequencing run, demultiplexing was performed with bcl2fastq v2.20.0.422. We additionally performed sequencing using a MiSeq Kit v3 with a 600-cycle sequencing module generating 305 bp paired-end reads. These longer reads were used to improve confidence in our assembly.

### Assembly and annotation

Trimmomatic (version 0.36)^83^ was used to trim reads and to remove adapter sequences and low-quality reads. The transcriptomes were assembled using Trinity (version 2.6.5) and spades (version 3.11.1) with a minimum contig length of 100. The spades assemblies were performed with a k of 35, 55, and 71. The different assemblies were then compared and merged using the EvidentialGene pipeline (http://arthropods.eugenes.org/EvidentialGene/trassembly.html). The final merged assembly consisted of 207,739 transcripts. These transcripts were then searched against several reference genomes, including *Homo sapiens*, *Gallus gallus*, *Parus major*, *Serinus canaria*, *Sturnus vulgaris*, *Ficedula albicollis*, *Zonotrichia albicollis*, *Taeniopygia guttata*, *Geospiza fortis*, and *Chaetura pelagica* to identify potential homologous proteins using NCBI BLAST (version 2.2.26), resulting in 144,119 transcripts with significant BLAST hits (e < 1e-10). The peptide alignment information was used to identify discrete protein-coding segments with at least 70% identity that also covered at least 50% of the best matching full-length protein (n = 22,825 transcripts). Putatively unspliced introns were removed from the putative protein-coding segments. Finally, largely redundant transcripts were removed using cd-hit-est (version 4.6.8)^84,85^. This resulted in a set of high confidence protein-coding segments (n = 14,717) that could be used both for phylogenetic comparisons as well as abundance measurements. Reads from each tissue (NextSeq and MiSeq) were mapped against the protein-coding portions of the transcriptome using bwa mem (version 0.7.17). We assessed assembly quality and accuracy using TransRate^44^ (including backmapping rate), and we assessed assembly completeness using BUSCO^45^ (lineage dataset = aves_odb9; 40 species; 4915 conserved genes).

Transcripts were converted to their associated gene name using bioDBnet (https://biodbnet-abcc.ncifcrf.gov/db/db2db.php) and functional annotations were retrieved from the GO database (version 1.2). Transcripts with TPM values of less than 1 were considered absent from a tissue (n = 14,623 transcripts had a TPM ≥ 1 in at least one tissue) and we further characterized gene expression levels as low expression = TPM < 10, medium expression = 10 < TPM < 50, and high expression = TPM > 50^86^.

### Index of tissue specificity

We calculated an index of tissue specificity of gene expression (τ)^54^, using the methods presented in Mank *et al*.^87^. In order to reduce the effect of sampling stochasticity from genes with low expression, TPM was set to 2 to account for tissues with no detected expression. The range of τ for a gene is between 0 and 1; highly tissue-specific transcripts have values close to one (τ > 0.8) and widely expressed transcripts (e.g., housekeeping genes) have lower values (τ < 0.3)^54^. We explored the accuracy of these τ cut-offs by comparing the distribution of the most abundant and unique gene in each tissue (Supplementary Table S3) with well-known housekeeping genes, including SDHA, UBC, GAPDH, RPL4, HMBS, and ACTB, many of which are commonly used in birds^88,89^. 

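Of the genes that the paper names as most abundant and unique, TSPO2 had τ = 0.810 and ZP2 0.903, while TNNC2 had 0.886 in its unique segment and 0.912 in its most abundant one. Housekeeping genes lay far lower, with 0.139 for RPL4 of the ribosome, 0.248 for the glycolytic enzyme GAPDH, 0.258 for SDHA of the respiratory chain and 0.292 for cytoskeletal actin (ACTB), the highest of the 6 compared. SDHA still varied from 149.7 CPM in blood to 1710 CPM in muscle.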

The distributions were significantly different (Kolmogorov-Smirnov test: p = 0.002) as the unique genes ranged from τ = 0.80–0.89 and the housekeeping genes ranged from τ = 0.15–0.30, supporting the proposed cut-offs.

### Characterizing tissue expression profiles

To characterize patterns of gene expression unique to each tissue, we compared transcript presence/absence across all tissues using the UpSetR package^90^ and the 10 most abundant, unique genes were identified in each tissue. To clarify processes unique to each tissue, transcripts expressed in only a single tissue were subjected to a GO overrepresentation analysis (see below). We additionally identified steroidogenic enzymes (StAR, P450scc, CYP17, 3βHSD1, SRD5A1, and AROM) and receptors (androgen and estrogen receptors) expressed in each tissue to evaluate tissue-specific steroidogenic capacity and sensitivity. We also analyzed the multiple 17βHSD isoforms by clustering them based on tissue expression using Euclidean distance.

### Positive selection analysis

To compare patterns of protein coding sequence evolution along the lineage leading to the tree swallow we downloaded the peptides and coding nucleotide sequences on July 27, 2018 for the 7 other avian species belonging to the order Passeriformes on the NCBI database (white-throated sparrow, *Zonotrichia albicollis*; American crow, *Corvus brachyrhynchos*; great tit, *Parus major*; collared flycatcher, *Ficedula albicolllis*; zebra finch, *Taeniopygia guttata*; blue tit, *Cyanistes caeruleus*; and European starling, *Sturnus vulgaris*), along with the chicken (*Gallus gallus*) to serve as an outgroup (Supplementary Table S9). Sequences were filtered such that only the longest isoform of each gene was retained. The filtered protein sequences from these 8 species plus the predicted peptides for the tree swallow generated here were clustered into orthologous groups using an all-v-all BLAST search^91^ that generated e-values used to inform the main clustering criterion for the MCL program^92^. Of the resulting groups of orthologous transcripts, we identified 3,015 single-copy peptide groups that have exactly one copy of the gene present in each species. We aligned these with two codon alignment programs (PRANK^93^ and MACSE^94^) allowing us to look for overlapping genes in the final list of genes under positive selection as a means to eliminate possible errors due to poor alignments. Alignments were also masked with GBlocks^95^ to remove poorly aligned or gap-ridden positions. We reconstructed gene trees with RAxML^96^ which were used to infer a species tree with ASTRAL (Supplementary Fig. S4)^97^. To identify genes evolving under positive selection along the tree swallow lineage (orange branch in Supplementary Fig. S4), we set that branch of the phylogeny as the foreground branch in a PAML^46^ branch-site test^47^. However, because we observed high amounts of discordance between individual gene trees and the inferred species tree (incomplete lineage sorting; ILS) in our phylogeny, we ran the branch-site test on the coding sequence of each gene using the gene tree inferred from the coding sequence of that locus, rather than the inferred species tree for all loci. This helps minimize the effect of substitutions produced by ILS^98^. For detailed methods and a discussion of the phylogenetic methods see supplementary information (Supplementary Methods: Positive Selection Analysis). To better characterize genes under positive selection, we performed a GO overrepresentation analysis (see below) and explored relationships between positive selection, gene expression levels, and tissue specificity.

### GO overrepresentation analyses

To investigate the functions of genes uniquely expressed in each tissue and genes under positive selection, we performed GO overrepresentation analyses^99,100^. We assessed the complete biological processes, molecular functions, and cellular components using *Gallus gallus* as the background reference and a Fisher’s Exact test with FDR correction. Only GO terms with ≥3 genes are considered.

## Supplementary information

Supplementary Materials

## Data Availability

Raw sequence reads can be obtained from the Gene Expression Omnibus database (GEO accession number GSE126210). The transcriptome has been submitted to the Transcriptome Shotgun Assembly project and deposited at DDBJ/EMBL/GenBank under the accession GHGE00000000. The version described in this paper is the first version, GHGE01000000.

# Supplementary material for: Tissue-specific expression profiles and positive selection analysis in the tree swallow (Tachycineta bicolor) using a de novo transcriptome assembly
**Source:** Sci Rep. 2019 Nov 1;9:15849. doi: 10.1038/s41598-019-52312-4
**Supplement:** Supplementary file 1 — Supplementary Materials

**Supplementary information**: **Tissue-specific expression profiles and positive selection analysis in the tree swallow (*Tachycineta bicolor*) using a *de novo* transcriptome assembly**

Alexandra B. Bentz1,2*, Gregg W.C. Thomas1,3, Douglas B. Rusch1,4, and Kimberly A. Rosvall1,2

**Supplementary Table S1**. Number of paired-end reads detected in each tissue sample using RNA sequencing.

| **Sample** | **Total Reads**  **(NextSeq)** | **Total Reads**  **(MiSeq)** |
| --- | --- | --- |
| Brain | 118,720,515 | 2,164,333 |
| Blood | 167,150,038 | 2,991,969 |
| Gonad | 121,449,498 | 2,311,257 |
| Liver | 140,001,405 | 2,544,860 |
| Muscle | 139,585,689 | 2,419,924 |
| Spleen | 113,626,107 | 2,218,625 |

| **Species** | **Total assembled transcripts** | **GC (%)** | **N50 length (bp)** | **Median length (bp)** | **Mean length (bp)** | **Filtered annotated transcripts** | **No. of tissues** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *Tachycineta bicolor* (tree swallow) | 207,739 | 45.87 | 1,889 | 809 | 1,343 | 14,717 | 6 |
| *Sturnus vulgaris* (European starling)1 | 59,557 | 48.28 | 1,765 | 626 | 1,091 | 17,898 | 1 |
| *Melospiza melodia* (song sparrow)2 | 276,670 | - | 4,072 | - | 1,416 | 16,864 | 1 |
| *Zonotrichia gambelii* (white-crowned sparrow)2 | 307,617 | - | 3,415 | - | 1,591 | 16,646 | 1 |
| Setophaga caerulescens (black‐throated blue warbler)3 | - | - | 2,107 | - | 977 | 16,261 | 4 |
| Paradoxornis bulomachus (vinous-throated parrotbill)4 | 465,613 | - | - | - | - | 16,028 | 2 |
| *Zonotrichia albicollis* (white-throated sparrow)2 | 149,184 | - | 2,284 | - | 982 | 15,805 | 1 |
| *Turdus merula* (common blackbird)5 | 162,158 | - | - | - | 964 | 15,580 | 14 |
| *Haemorhous mexicanus* (house finch)6 | 222,678 | - | - | 347 | 827 | 9,646 | 1 |
| *Chloris chloris* (European greenfinch)7 | 66,084 | - | 803 | - | 596 | 7,135 | 1 |
| *Andropadus virens* (little greenbul)8 | 286,494 | 45.48 | 1,619 | - | 815 | - | 3 |

**Supplementary Table S2.** Assembly statistics for *de novo* assembled passerine transcriptomes using Illumina sequencing technology. The tree swallow assembly presented in the current study (highlighted in grey) compares favorably with recent studies. Studies are ordered by number of annotated transcripts. A dash (-) denotes that the information was not reported. See footnotes for references.

1. Richardson, M. F., Sherwin, W. B. & Rollins, L. A. *De novo* assembly of the liver transcriptome of the European starling, *Sturnus vulgaris*. *J. Genomics* **5**, 54-57 (2017).

2. Balakrishnan, C. N. *et al.* Brain transcriptome sequencing and assembly of three songbird model systems for the study of social behavior. *PeerJ* **2**, e396 (2014).

3. Kaiser, S. A. *et al.* A comparative assessment of SNP and microsatellite markers for assigning parentage in a socially monogamous bird. *Mol. Ecol. Res.* **17**, 183–193 (2017).

4. Chu, J.-H., Lin, R.-C., Yeh, C.-F., Hsu, Y.-C. & Li, S.-H. Characterization of the transcriptome of an ecologically important avian species, the vinous-throated parrotbill *Paradoxornis webbianus bulomachus* (Paradoxornithidae; Aves). *BMC Genomics* **13**, 149 (2012).

5. Koglin, S., Trense, D., Wink, M., Sauer-Gürth, H. & Tietze, D. T. Characterization of a de novo assembled transcriptome of the common blackbird (*Turdus merula*). *PeerJ* **5**, e4045 (2017).

6. Zhang, Q., Hill, G. E., Edwards, S. V. & Backström, N. A house finch (*Haemorhous mexicanus*) spleen transcriptome reveals intra-and interspecific patterns of gene expression, alternative splicing and genetic diversity in passerines. *BMC Genomics* **15**, 305 (2014).

7. Meitern, R., Andreson, R. & Hõrak, P. Profile of whole blood gene expression following immune stimulation in a wild passerine. *BMC Genomics* **15**, 533 (2014).

8. Zhen, Y. *et al.* Genomic divergence across ecological gradients in the Central African rainforest songbird (*Andropadus virens*). *Mol. Ecol.* **26**, 4966–4977 (2017).

**Supplementary Table S3**. Top 10 unique genes per tissue (TPM < 1 in all other tissues). Uncharacterized proteins are excluded and ‘Symbol’ denotes human orthologs.

**Supplementary Table S4**. Results of a gene ontology (GO) statistical overrepresentation test for genes that are unique to the spleen (n=44 of 114 genes mapped to GO terms). The most specific terms with significant effects (Fisher’s adjusted p < 0.05) and that contain ≥3 genes are reported. Ont=Ontology (BP=Biological Process; MF = Molecular Function; CC = Cellular Component).

| **GO ID** | **Ont.** | **Total** | **Exp.** | **Obs.** | **Fold** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- |
| immune response (GO:0006955) | BP | 485 | 1.17 | 10 | 8.57 | <0.001 |
| negative T cell selection (GO:0043383) | BP | 10 | 0.02 | 3 | >100 | 0.003 |
| regulation of lymphocyte proliferation (GO:0050670) | BP | 106 | 0.25 | 5 | 19.61 | 0.005 |
| positive regulation of interleukin-12 production (GO:0032735) | BP | 14 | 0.03 | 3 | 89.08 | 0.005 |
| leukocyte chemotaxis (GO:0030595) | BP | 69 | 0.17 | 4 | 24.1 | 0.013 |
| chemokine-mediated signaling pathway (GO:0070098) | BP | 46 | 0.39 | 5 | 12.83 | 0.02 |
| positive regulation of T cell activation (GO:0050870) | BP | 88 | 0.21 | 4 | 18.9 | 0.025 |
| regulation of immunoglobulin production (GO:0002637) | BP | 30 | 0.07 | 3 | 41.57 | 0.025 |
| positive regulation of immune effector process (GO:0002699) | BP | 95 | 0.23 | 4 | 17.5 | 0.03 |
| negative regulation of apoptotic process (GO:0043066) | BP | 466 | 1.12 | 7 | 6.24 | 0.037 |
| External side of plasma membrane (GO:0009897) | CC | 271 | 0.65 | 6 | 9.20 | 0.044 |
| C-C chemokine receptor activity (GO:0016493) | MF | 17 | 0.04 | 3 | 72.77 | 0.028 |
| C-C chemokine binding (GO:0019957) | MF | 16 | 0.04 | 3 | 77.32 | 0.048 |

**Supplementary Table S5**. Results of a gene ontology (GO) statistical overrepresentation test for genes that are unique to the muscle (n=27 of 46 genes mapped to GO terms). The most specific terms with significant effects (Fisher’s adjusted p < 0.05) and that contain ≥3 genes are reported. Ont=Ontology (BP=Biological Process; MF = Molecular Function; CC = Cellular Component).

| **GO ID** | **Ont.** | **Total** | **Exp.** | **Obs.** | **Fold** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- |
| musculoskeletal movement (GO:0050881) | BP | 24 | 0.04 | 3 | 72.43 | 0.025 |
| smooth muscle contraction (GO:0006939) | BP | 34 | 0.06 | 3 | 51.13 | 0.039 |
| skeletal muscle tissue development (GO:0007519) | BP | 102 | 0.18 | 4 | 22.71 | 0.043 |
| M band (GO:0031430) | CC | 19 | 0.03 | 3 | 91.49 | 0.003 |
| actin binding (GO:0003779) | MF | 357 | 0.62 | 7 | 11.36 | 0.009 |

**Supplementary Table S6**. Results of a gene ontology (GO) statistical overrepresentation test for genes that are unique to the ovary (n=138 of 317 genes mapped to GO terms). The most specific terms with significant effects (Fisher’s adjusted p < 0.05) and that contain ≥3 genes are reported. Ont=Ontology (BP=Biological Process; MF = Molecular Function; CC = Cellular Component).

| **GO ID** | **Ont.** | **Total** | **Exp.** | **Obs.** | **Fold** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- |
| gene silencing by RNA (GO:0031047) | BP | 53 | 0.43 | 6 | 14.06 | 0.005 |
| hindlimb morphogenesis (GO:0035137) | BP | 35 | 0.28 | 5 | 17.74 | 0.009 |
| regulation of transcription, DNA-templated (GO:0006355) | BP | 2260 | 18.2 | 38 | 2.09 | 0.009 |
| tissue development (GO:0009888) | BP | 1006 | 8.1 | 22 | 2.72 | 0.011 |
| cellular phosphate ion homeostasis (GO:0030643) | BP | 5 | 0.04 | 3 | 74.5 | 0.012 |
| gonad development (GO:0008406) | BP | 107 | 0.86 | 7 | 8.12 | 0.014 |
| oogenesis (GO:0048477) | BP | 44 | 0.35 | 5 | 14.11 | 0.015 |
| positive regulation of gene expression (GO:0010628) | BP | 1349 | 10.86 | 26 | 2.39 | 0.015 |
| embryonic organ morphogenesis (GO:0048562) | BP | 224 | 1.8 | 9 | 4.99 | 0.031 |
| forebrain morphogenesis (GO:0048853) | BP | 9 | 0.07 | 3 | 41.39 | 0.033 |
| male meiosis I (GO:0007141) | BP | 10 | 0.08 | 3 | 37.25 | 0.037 |
| single fertilization (GO:0007338) | BP | 58 | 0.47 | 5 | 10.7 | 0.040 |
| sensory organ morphogenesis (GO:0090596) | BP | 185 | 1.49 | 8 | 5.37 | 0.043 |
| Sequence-specific DNA binding (GO:0043565) | MF | 996 | 8.02 | 28 | 8.02 | <0.001 |
| DNA-binding transcription activator activity (GO:0001228) | MF | 239 | 1.92 | 11 | 5.71 | 0.004 |
| polysome binding (GO:1905538) | MF | 5 | 0.04 | 3 | 74.50 | 0.013 |

**Supplementary Table S7**. Results of a gene ontology (GO) statistical overrepresentation test for genes that are unique to the brain (n=219 of 442 genes mapped to GO terms). The most specific terms with significant effects (Fisher’s adjusted p < 0.05) and that contain ≥3 genes are reported. Ont=Ontology (BP=Biological Process; MF = Molecular Function; CC = Cellular Component).

**Supplementary Table S8**. 

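Of its 46 genes, 38 had their highest CPM in the tissue it lists. The median absolute difference between its τ and the τ computed here was 0.0443, and the rank correlation of the 2 across genes was 0.932. IL12B, a cytokine subunit that activates T cells, reached 9.259 CPM in ovary.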

Genes under positive selection, including their relative expression (low = TPM≤10; medium = 10>TPM<50; high = TPM≥50), the tissue with the highest expression (TPM), and their index of tissue specificity (τ). ‘Symbol’ denotes human orthologs.

| **Symbol** | **Description** | **relative**  **expression** | **Tissue with**  **max expression** | **τ** |
| --- | --- | --- | --- | --- |
| CNRIP1 | CB1 cannabinoid receptor-interacting protein 1 | High | brain | 0.83 |
| ICOS | inducible T-cell costimulator | High | spleen | 0.81 |
| PTTG1 | securin | High | ovary | 0.63 |
| GTF2IRD1 | general transcription factor II-I repeat domain-containing protein 1 isoform X6 | High | brain | 0.59 |
| HEMGN | hemogen | High | blood | 0.59 |
| CDCA9 | borealin-2-like | High | ovary | 0.57 |
| LACC1 | laccase domain-containing protein 1 isoform X1 | High | spleen | 0.56 |
| EIF4E3 | eukaryotic translation initiation factor 4E type 3 | High | brain | 0.55 |
| PJA2 | E3 ubiquitin-protein ligase Praja-2 isoform X1 | High | ovary | 0.54 |
| CCDC40 | coiled-coil domain-containing protein 40 | High | spleen | 0.52 |
| MTUS1 | microtubule-associated tumor suppressor 1 isoform X1 | High | ovary | 0.51 |
| AK7 | adenylate kinase 7 isoform X1 | High | ovary | 0.47 |
| TRIM25 | E3 ubiquitin/ISG15 ligase TRIM25 | High | ovary | 0.46 |
| TSPAN2 | tetraspanin-2 | High | spleen | 0.46 |
| NTPCR | cancer-related nucleoside-triphosphatase isoform X1 | High | ovary | 0.43 |
| CIPC | CLOCK-interacting pacemaker | High | ovary | 0.41 |
| SUFU | suppressor of fused homolog isoform X2 | High | ovary | 0.4 |
| LIPT1 | lipoyltransferase 1, mitochondrial | High | ovary | 0.38 |
| EIF2B4 | translation initiation factor eIF-2B subunit delta isoform X2 | High | ovary | 0.37 |
| TMEM170A | transmembrane protein 170A | High | brain | 0.37 |
| WDSUB1 | WD repeat, SAM and U-box domain-containing protein 1 isoform X4 | High | brain | 0.37 |
| CCDC34 | coiled-coil domain-containing protein 34 | High | ovary | 0.36 |
| TMEM206 | transmembrane protein 206 | High | ovary | 0.31 |
| DBF4 | protein DBF4 homolog A isoform X2 | High | spleen | 0.29 |
| CPPED1 | serine/threonine-protein phosphatase CPPED1 isoform X1 | High | brain | 0.27 |
| SNAPC4 | snRNA-activating protein complex subunit 4 | High | spleen | 0.27 |
| USP14 | ubiquitin carboxyl-terminal hydrolase 14 isoform X2 | High | ovary | 0.27 |
| DIABLO | diablo homolog, mitochondrial | High | ovary | 0.24 |
| ALKBH5 | RNA demethylase ALKBH5 | High | ovary | 0.23 |
| NARS2 | probable asparagine--tRNA ligase, mitochondrial | High | ovary | 0.22 |
| RMDN3 | regulator of microtubule dynamics protein 3 isoform X3 | High | brain | 0.22 |
| RPS11 | 40S ribosomal protein S11 | High | spleen | 0.21 |
| MKKS | McKusick-Kaufman/Bardet-Biedl syndromes putative chaperonin | High | spleen | 0.19 |
| DNTTIP2 | deoxynucleotidyltransferase terminal-interacting protein 2 | High | spleen | 0.14 |
| OCIAD1 | OCIA domain-containing protein 1 | High | ovary | 0.1 |
| IL12B | interleukin-12 subunit beta | Medium | ovary | 0.76 |
| DEUP1 | deuterosome protein 1 isoform X2 | Medium | brain | 0.68 |
| FAM189A1 | protein FAM189A1 isoform X1 | Medium | brain | 0.66 |
| EDAR | tumor necrosis factor receptor superfamily member EDAR isoform X1 | Medium | spleen | 0.64 |
| RMI1 | recQ-mediated genome instability protein 1 | Medium | ovary | 0.55 |
| TMEM116 | transmembrane protein 116 | Medium | ovary | 0.5 |
| DRC7 | dynein regulatory complex subunit 7 | Medium | ovary | 0.49 |
| DECR2 | peroxisomal 2,4-dienoyl-CoA reductase isoform X2 | Medium | brain | 0.47 |
| FAM161A | protein FAM161A | Medium | spleen | 0.33 |
| MAB21L4 | uncharacterized protein C2orf54 homolog | Low | ovary | 0.38 |
| AKAP14 | A-kinase anchor protein 14 | Low | brain | 0.36 |

**Supplementary Table S9**. Sequence information for the coding sequences of the 8 bird species obtained from NCBI and the newly sequenced transcriptome of the tree swallow (*Tachycineta bicolor*).

| **Species** | **# Peptides** | **# Peptides post filter** | **# AA after filter** | **Genome version** | **Protein/GFF source** | **CDS source** |
| --- | --- | --- | --- | --- | --- | --- |
| *Zonotrichia albicollis* | 23892 | 14379 | 8415689 | GCF_000385455.1_Zonotrichia_albicollis-1.0.1 | ftp://ftp.ncbi.nlm.nih.gov/genomes/Zonotrichia_albicollis/ | ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/385/455/GCF_000385455.1_Zonotrichia_albicollis-1.0.1/ |
| *Corvus brachyrhynchos* | 29421 | 14927 | 8678392 | GCF_000691975.1_ASM69197v1 | ftp://ftp.ncbi.nlm.nih.gov/genomes/Corvus_brachyrhynchos/ | ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/691/975/GCF_000691975.1_ASM69197v1/ |
| *Parus major* | 39666 | 15240 | 9143512 | GCF_001522545.2_Parus_major1.1 | ftp://ftp.ncbi.nlm.nih.gov/genomes/Parus_major/ | ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/001/522/545/GCF_001522545.2_Parus_major1.1/ |
| *Ficedula albicollis* | 26464 | 15387 | 9062363 | GCF_000247815.1_FicAlb1.5 | ftp://ftp.ncbi.nlm.nih.gov/genomes/Ficedula_albicollis/ | ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/247/815/GCF_000247815.1_FicAlb1.5/ |
| *Taeniopygia guttata* | 19443 | 16355 | 8834332 | GCF_000151805.1_Taeniopygia_guttata-3.2.4 | ftp://ftp.ncbi.nlm.nih.gov/genomes/Taeniopygia_guttata/ | ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/151/805/GCF_000151805.1_Taeniopygia_guttata-3.2.4/ |
| *Cyanistes caeruleus* | 31326 | 16519 | 8971750 | GCF_002901205.1_cyaCae2 | ftp://ftp.ncbi.nlm.nih.gov/genomes/Cyanistes_caeruleus/ | ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/002/901/205/GCF_002901205.1_cyaCae2/ |
| *Sturnus vulgaris* | 26611 | 15233 | 9084104 | GCF_001447265.1_Sturnus_vulgaris-1.0 | ftp://ftp.ncbi.nlm.nih.gov/genomes/Sturnus_vulgaris/ | ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/001/447/265/GCF_001447265.1_Sturnus_vulgaris-1.0/ |
| *Gallus gallus* | 49673 | 17477 | 10095268 | GCF_000002315.5_GRCg6a | ftp://ftp.ncbi.nlm.nih.gov/genomes/Gallus_gallus/ | ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/002/315/GCF_000002315.5_GRCg6a/ |
| *Tachycineta bicolor* | NA | 14717 | 7875811 | NA | NA | NA |

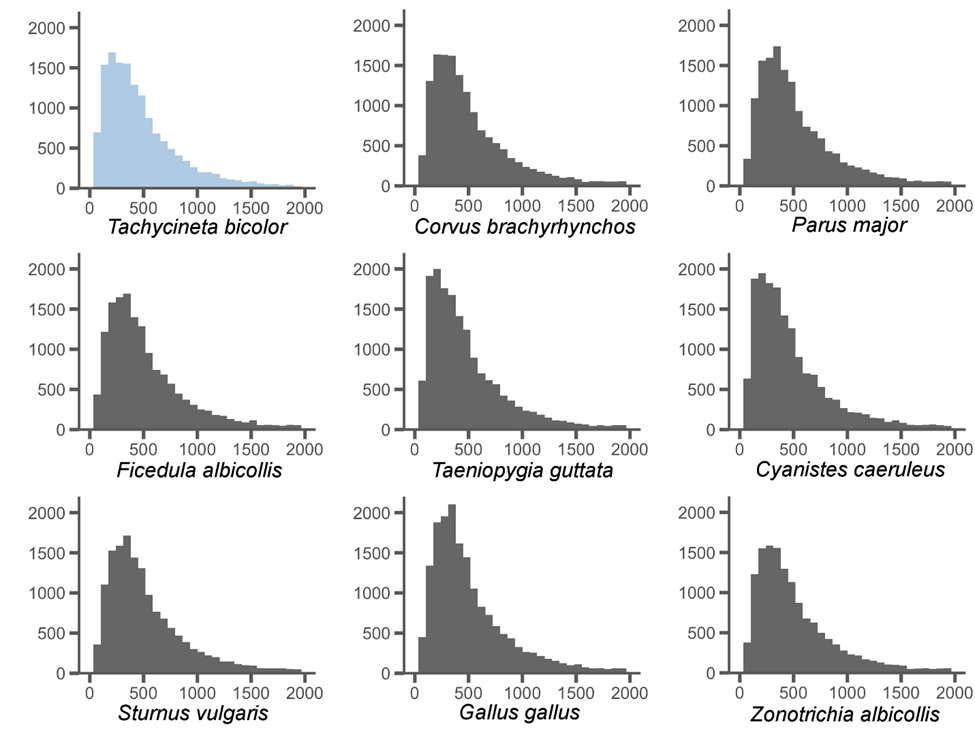

**Supplementary Figure S1**. Sequence length distributions for the 8 species included in the positive selection analysis (grey) and the *de novo* assembly of the tree swallow transcriptome (all tissues combined; light blue).

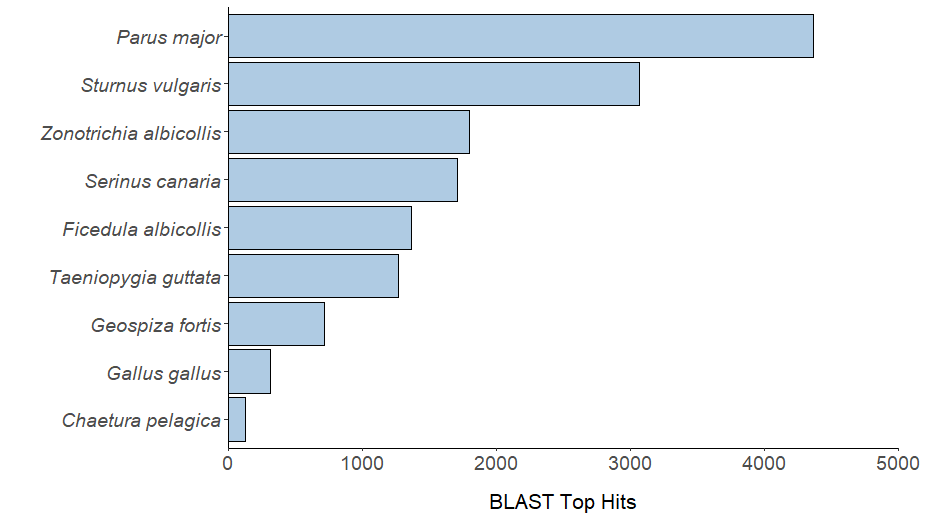

**Supplementary Figure S2**. Species distribution of the top BLAST hits for the annotation of the *de novo* assembly of the tree swallow transcriptome (n=14,717 protein-coding genes).

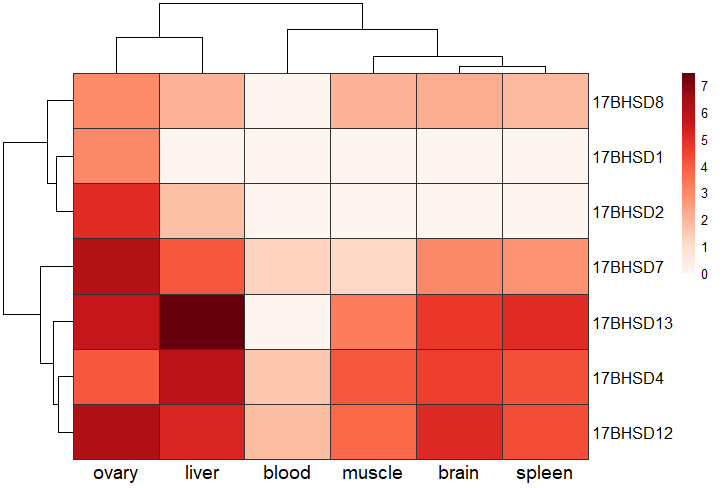

**Supplementary Figure S3**. Expression of 17βHSD isoforms across all tissues sampled in this study. Scale depicts log2 expression and isoforms are clustered by rows using Euclidean distance.

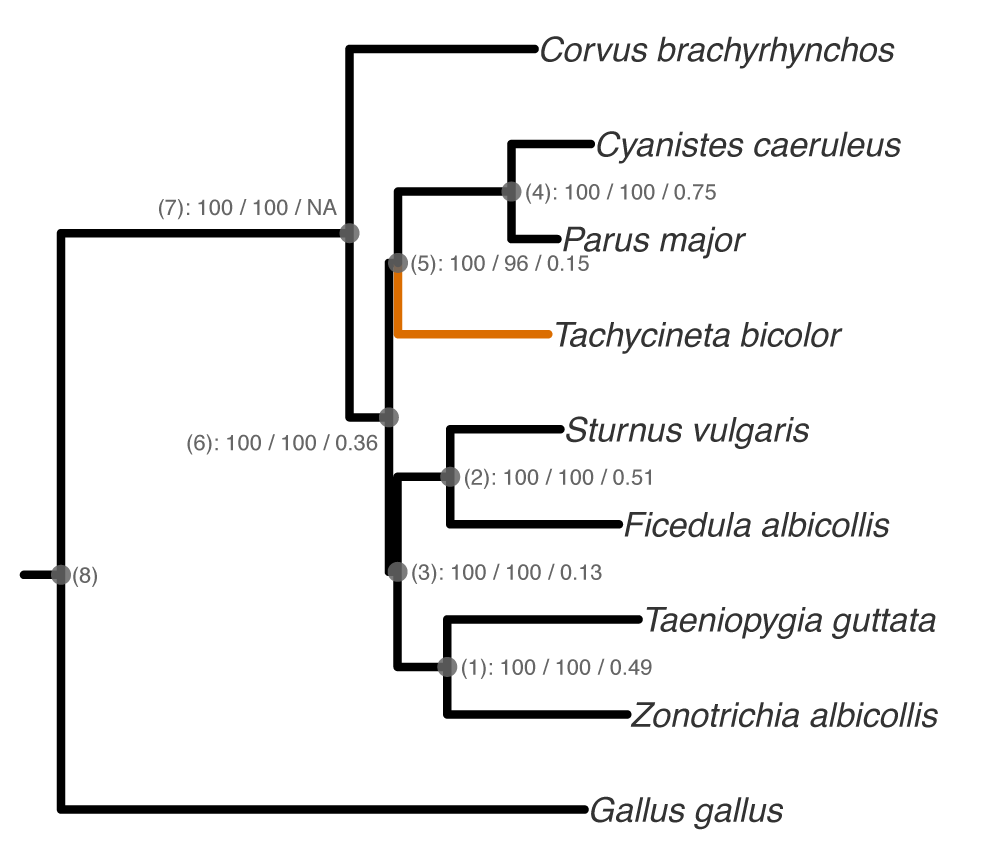

**Supplementary Figure S4.** Nine species phylogeny generated in the positive selection analysis.Branch lengths inferred from concatenated alignment of 3,015 coding sequences. Nodes labeled as: (Node ID): ASTRAL bootstrap / Concatenation bootstrap / Concordance factor. Bootstraps provides a measure of confidence in sampling variance while concordance factors better summarize underlying phylogenetic signal.

**Supplementary Methods: Positive Selection Analysis**

We constructed species and gene phylogenies and assessed positive selection in the tree swallow transcriptome by comparing it to 8 other bird species: white-throated sparrow (*Zonotrichia albicollis*), American crow (*Corvus brachyrhynchos*), great tit (*Parus major*), collared flycatcher (*Ficedula albicolllis*), zebra finch (*Taeniopygia guttata*), blue tit (*Cyanistes caeruleus*), starling (*Sturnus vulgaris*), and chicken (*Gallus gallus*). We downloaded the peptides and coding nucleotide sequences for these 8 species from the NCBI database on July 27, 2018 and filtered them such that only the longest isoform of each gene was retained. To start clustering the peptides into orthologous groups for analysis we performed an all-v-all BLAST1 search on the filtered protein sequences from these 8 species plus the 14,717 predicted peptides for the tree swallow (see SupplementaryTable S7). The resulting e-values from the search were used as the main clustering criterion for the MCL program to place the peptides into 10,641 orthologous groups2.

*Phylogeny reconstruction & incomplete lineage sorting (ILS) in the bird phylogeny*

To reconstruct the phylogeny of these bird species, we used the 3,015 single-copy peptide groups that have exactly one copy of the gene present in each species. We aligned these groups with PASTA3 and then reconstructed the bird phylogeny in two ways. First, we reconstructed gene trees for each locus individually with RAxML4 with the PROTGAMMAJTTF amino acid model and then used those gene trees as the input for the quartet summary method ASTRAL5 to infer a species tree. We also concatenated all 3,015 alignments into a single alignment file and again used RAxML (PROTGAMMAJTTF amino acid model) to infer the species tree from this concatenated alignment alone. Both reconstruction methods give the same tree topology for these 9 species and both also result in trees that are almost completely supported by bootstrap resampling (Supplementary Figure S4). However, bootstrap support may be misleading because it does not actually capture incongruence in the resulting gene trees. To assess incongruence, we measured concordance factors of the gene trees by rooting them with *Gallus gallus* as the outgroup and comparing them to the ASTRAL species tree. It should be noted that the rooting procedure artificially forces the node leading to the ingroups (node 7 in Supplementary Fig. S4) to have a concordance factor of 1, and as such it is excluded from consideration. We define the concordance factor of a node in the species tree (
) as the number of times that node appears in a gene tree divided by the total number of gene trees:

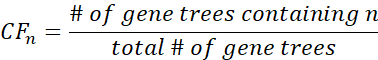

We observed a discrepancy between concordance factors and bootstrap support for the ASTRAL species tree. Notably, no node has a concordance factor above 0.75, meaning no node appears in more than 75% of the gene trees. Of particular interest are the nodes 5 and 3 which have concordance factors of 0.15 and 0.13, respectively (See Supplementary Fig. S4). Branch lengths inferred from the concatenated alignment for the lineages leading to these two nodes are extremely short. These low concordance factors and short branch lengths point to the possibility of high amounts of ILS in the ancestors of these clades. This can lead to the observation of unsorted ancestral polymorphism which can in turn mislead tests that use the species tree to calculate values related to sequence divergence6. We address this issue by using individual gene trees rather than a single species tree in our tests for positive selection.

**Newick formatted species trees:**

*ASTRAL (nodes labeled as <Node ID>_concordance factor_bootstrap support):*

(Gallus_gallus,((((Zonotrichia_albicollis,Taeniopygia_guttata)<1>_0.49_100.0,(Ficedula_albicollis,Sturnus_vulgaris)<2>_0.51_100.0)<3>_0.13_100.0,(Tachycineta_bicolor,(Parus_major,Cyanistes_caeruleus)<4>_0.75_100.0)<5>_0.15_96.0)<6>_0.36_100.0,Corvus_brachyrhynchos)<7>_1.0)<8>_1.0

*Concatenation (branches labeled as relative number of substitutions; nodes labeled as <Node ID>_bootstrap support):*

(Gallus_gallus:0.11745,(Corvus_brachyrhynchos:0.04152,(((Zonotrichia_albicollis:0.04037,Taeniopygia_guttata:0.04292)<1>_100:0.01114,(Sturnus_vulgaris:0.02472,Ficedula_albicollis:0.03784)<2>_100:0.01180)<3>_100:0.00196,((Parus_major:0.01031,Cyanistes_caeruleus:0.01780)<4>_100:0.02545,Tachycineta_bicolor:0.03370)<5>_100:0.00205)<6>_100:0.00883)<7>:0.06473)<8>;

*Inferring positive selection on the tree swallow lineage*

To determine the genes evolving under positive selection along the tree swallow lineage (orange branch in Supplementary Fig. S4), we set that branch of the phylogeny as the foreground branch in PAML’s7 branch-site test8. This test compares two likelihood models of sequence divergence, one in which the ratio of non-synonymous to synonymous substitutions (*ω*) is restricted to a value of one (model=2, NSsite=2, omega=1, fix_omega=1) on the foreground branch to a model in which *ω* is not restricted and is free to take values above 0 (model=2, NSsite=2, omega=1, fix_omega=0). Genes that show significance in a likelihood ratio test of these two models with a conservative test statistic value greater than 5.998 are then said to be evolving under positive selection.

To prepare our data for the branch-site test, we aligned the coding sequences from the 3,015 single-copy genes with two codon alignment programs: PRANK9 and MACSE10. By replicating the analysis with two alignment programs we can look for overlapping genes in the final lists of genes inferred as evolving under positive selection by PAML and eliminate possible errors due to poor alignments. Prior to running them through PAML, alignments were also masked with GBlocks11 using default parameters to remove poorly aligned or gap-ridden positions. Finally, because we observed ILS in our phylogeny, we ran the branch-site test on the coding sequence of each gene using the gene tree inferred from the coding sequence of that locus, rather than using the inferred species tree for all loci. This helps minimize the effect of substitutions produced by ILS6. Gene trees for the coding sequences were also inferred with RAxML (GTRGAMMA nucleotide model). Running the branch-site test on our set of coding sequences yields 76 genes with significant evidence for positive selection in the tree swallow in the MACSE dataset, 58 genes in the PRANK dataset, and 46 genes overlapping between the two sets. We used the set of 46 overlapping genes to draw conclusions about adaptation in the tree swallow in the main text.

**References**

1. Altschul, S. F. *et al.* Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. *Nucleic Acids Res.* **25**, 3389–3402 (1997).

2. Enright, A. J., Van Dongen, S. & Ouzounis, C. A. An efficient algorithm for large-scale detection of protein families. *Nucleic Acids Res.* **30**, 1575–1584 (2002).

3. Mirarab, S. *et al.* PASTA: ultra-large multiple sequence alignment for nucleotide and amino-acid sequences. *J. Comput. Biol.* **22**, 377–386 (2015).

4. Stamatakis, A. RAxML version 8: a tool for phylogenetic analysis and post-analysis of large phylogenies. *Bioinformatics* **30**, 1312–1313 (2014).

5. Sayyari, E. & Mirarab, S. Fast coalescent-based computation of local branch support from quartet frequencies. *Mol. Biol. Evol.* **33**, 1654–1668 (2016).

6. Mendes, F. K. & Hahn, M. W. Gene tree discordance causes apparent substitution rate variation. *Syst. Biol.* **65**, 711–721 (2016).

7. Yang, Z. PAML 4: phylogenetic analysis by maximum likelihood. *Mol. Biol. Evol.* **24**, 1586–1591 (2007).

8. Zhang, J., Nielsen, R. & Yang, Z. Evaluation of an improved branch-site likelihood method for detecting positive selection at the molecular level. *Mol. Biol. Evol.* **22**, 2472–2479 (2005).

9. Löytynoja, A. Phylogeny-aware alignment with PRANK. In *Multiple Sequence Alignment Methods* (Russell, D. J.) 155–170 (Springer, 2014).

10. Ranwez, V. *et al.* MACSE v2: toolkit for the alignment of coding sequences accounting for frameshifts and stop codons. *Mol. Biol. Evol.* **35**, 2582–2584 (2018).

11. Castresana, J. Selection of conserved blocks from multiple alignments for their use in phylogenetic analysis. *Mol. Biol. Evol.* **17**, 540–552 (2000).

How the deposited data were processed for this re-analysis (not part of the article)

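RNA from brain, ovary, spleen, liver, muscle and blood of 2 adult female tree swallows was measured, as 1 pool per tissue and 12 libraries, 1 NextSeq and 1 MiSeq library for each pool. Per the paper, the authors trimmed the reads and mapped them to the protein-coding segments of their own assembly. The table holds, as deposited by the authors, values taken from their steps of 0.5 to be expected counts of the mapped reads, not normalized, for 14908 segments, each with a protein name and the species of its best match. Whole numbers of 1000 and more are written with separators in part of the columns and were read as numbers. No length, sequence, Gene Ontology term or alignment is in the table. TPM, term overrepresentation, assembly metrics and tests of selection were therefore not analysed here.

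The counts of the 2 libraries of a tissue were summed and divided by their total to give CPM, in place of the TPM that the paper uses. The summed totals ranged from 16496224.5 in spleen to 42803055.5 in muscle. Genes at 1 CPM or more were called present, and a gene present in 1 tissue was called unique. τ was the sum over tissues of 1 minus the ratio of the natural logs of the level and of the highest level, divided by 5, with levels under 2 CPM set to 2. Segments without 1 CPM in any tissue were left out of the correlation, of the mean τ by tissue and of the random lists. Isoforms of 17βHSD were clustered by Euclidean distance on log2 of CPM plus a pseudocount of 1 with complete linkage, into 2 clusters. Each tissue is 1 pool, so no test between tissues was run and no p is given.

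The 34 gene lists, with 333 members apart from the families found by name, were fixed from the paper and textbook knowledge before the counts were seen, and 14 of them had a tissue of their own. Named genes are those the paper names, the 5 most abundant genes per tissue, the 10 most abundant unique genes per tissue, list members with the highest levels or against their list's tissue, and the 5 leading shared genes of the largest pairs. The paper's values for its own genes had been seen. A list was compared with 10000 random lists matched on mean expression in 50 bins, by the median log2 ratio of its tissue to the highest other tissue, with 1 CPM added to both. How list symbols match the protein names of the file was set after the file was seen. This covers the names ending in -like taken for CYP21A2 and FDX1, and the segment with the most counts taken for a name with several. Of the 5 oviduct genes none was matched. A minimum of 10 CPM for genes outside the paper's set was also chosen after the values were seen.

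The alternatives were each platform alone, the mean of the platforms, other thresholds, counts thinned to the smallest total, each tissue rescaled without its 50 most abundant genes, TMM factors from edgeR 4.0.16, segments of a name summed, and other floors and scales for τ. The TMM factors were 1.88 in brain, 2.23 in ovary, 2.05 in spleen, 0.567 in liver, 0.364 in muscle and 0.565 in blood, and CPM was divided by them. Leaving out the mitochondrial genome was added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 were used. Tested on simulated counts, the procedure called 200 of 200 genes made unique, gave τ with a median absolute error of 0.00834 (at most 0.364), named the right highest tissue for 96.8% of genes, and placed planted lists at the 100 percentile and 5% of 200 random lists above 95. The genes made unique were taken from those well above 1 CPM in every tissue and set far below it in the other tissues. Their calls and the place of the planted lists were thus sure beforehand. They say nothing about genes near 1 CPM.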

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

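Of the tests weighed here, the second test on the spleen pool was chosen only after the result was seen, as was the reading of the test on dominant genes. Among 23 genes of steroid processing and of the adrenal gland that the paper does not discuss, 18 reached 10 CPM in a tissue, far above the 0.0701 to 0.182 CPM that 3 counts amount to. Chromogranin A of hormone granules (CHGA) had 459.0 CPM in brain. CYP21A2-like, an enzyme of corticosteroid synthesis, had 19.05 CPM in ovary, 6.638 CPM in spleen and 6.326 CPM in brain. Tyrosine hydroxylase (TH) had 14.03 CPM in ovary. DBH, which makes noradrenaline, had 10.31 CPM in ovary and was highest in liver in the MiSeq data and under TMM scaling. AKR1D1, a 5β-reductase that inactivates steroids, had 376.8 CPM in liver and 283.3 CPM in ovary. CYP7B1, a hydroxylase of oxysterols, had 201.2 CPM in liver. HSD3B7 of bile acid synthesis had 65.95 CPM in liver. FDXR, which feeds electrons to the steroidogenic P450 enzymes, had 50.21 CPM in ovary. Its partner FDX1-like had 48.01 CPM in spleen and 43.09 CPM in ovary, in reverse order in the MiSeq data. TSPO, a cholesterol-binding protein of mitochondria, had 34.98 CPM in spleen and was highest in liver under TMM scaling. HSD11B1, which regenerates active glucocorticoid, had 33.39 CPM in liver. Steroid sulfatase (STS) had 14.85 CPM in spleen, and was highest in brain in the MiSeq data and in liver under TMM scaling or without the 50 most abundant genes. SRD5A3 had 10.43 CPM in spleen and was highest in liver under TMM scaling. PGRMC2, a heme-binding membrane protein, had 156.3 CPM in spleen and was highest in liver under TMM scaling. The glucocorticoid receptor NR3C1 had 109.7 CPM in blood. PGRMC1 had 62.66 CPM in liver. The mineralocorticoid receptor NR3C2 had 51.01 CPM in brain and was highest in liver under TMM scaling. The progesterone receptor PGR had 21.08 CPM in ovary.

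Blood had 0.653 times as many genes present as ovary. If a few genes take most of the reads in blood and this were the whole cause, the ratio was set to reach 0.9 once each tissue was rescaled without its 50 most abundant genes, and to stay under 0.75 if not. It rose to 0.739, under the lower bound by less than the SD of 0.0128 between platforms (0.737 in NextSeq, 0.755 in MiSeq) and 0.772 under TMM scaling, so dominant genes may account for part of the gap but the value stays far from 0.9, a reading chosen after the result was seen. Thinned to equal reads, the ratio was 0.651, but at these depths thinning can hardly change which genes reach 1 CPM. Blood had more counts than ovary (31884240.5 against 26192078.5), which argues against lower depth as the cause. A narrower set of genes in blood cells stays as an untested biological explanation, since 1 pool per tissue gives no replicate.

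Enzymes of steroid synthesis were highest in ovary, and in birds the adrenal lies beside it. Adrenal tissue in the ovary sample was set to bring at least 2 of 6 listed adrenal genes to 1 CPM with their highest level in ovary. Of the 6, 3 could be matched in the file, and all 3 met this: CYP21A2-like, DBH and the corticotropin receptor MC2R (1.966 CPM), or 2 without CYP21A2-like, whose name match was made after the file was seen. CYP21A2-like was not confined to ovary, with 6.638 CPM in spleen, 6.326 CPM in brain, 2.760 CPM in blood and 1.329 CPM in liver. DBH had 4.821 CPM in liver, and MC2R no count outside ovary. In both platforms taken alone 2 of the 3 were highest in ovary. Adrenal tissue may therefore have added to the ovary pool, by a share these data cannot give, and transcription of these genes by the ovary itself stays open and was not tested.

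STAR and HSD3B1 were present in spleen at 0.111 and 0.0429 of their ovary level. Ovary tissue or reads in the spleen pool would bring other ovary transcripts along, and the median spleen-to-ovary ratio of 22 ovary markers was 0.108 of that of HSD3B1, which lies between the bounds set beforehand, within 3 times of it for such a cause and under 0.1 of it for none, so this first test is short of both. In a test of the most abundant markers with CYP17A1 and CYP19A1, 11 of 12 had a ratio under 0.1 of that of HSD3B1: ZP2 had 0.0909 CPM where 53.2 CPM would be needed, and CYP17A1 no count where 4.14 CPM would be. Apart from AMH, the markers of this test are oocyte or germ cell genes, so it argues against oocytes. On steroid-producing ovary cells only CYP17A1 and CYP19A1 (0.455 CPM where 12.94 CPM would be needed) bear. They argue against cells that express them, not against other follicle cells. Follicle cell markers were mixed: FOXL2 had 0.0594 of the HSD3B1 ratio, LHCGR 0.562 and NR5A1 1.82. In all, 6 markers, among them WT1, NR5A1 and DDX4, had a higher ratio than HSD3B1. Transcription of STAR and HSD3B1 in the spleen stays as a hypothesis.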

How the results depend on the processing

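Leaving out the mitochondrial genome was chosen after seeing the data. Brain and then ovary had the most unique genes in every setting. Of 526 values under alternatives, 302 stayed and 224 moved; the cause was not tested. Counts stayed if within 1.5 times, the clusters if their members were the same, and other values if they moved by no more than the SD of the 2 platforms, which is small for mean τ. Of 162 values for single genes, 76 stayed. Most counts of a tissue are from NextSeq, so the SD rule largely fixes that NextSeq alone stays and MiSeq alone moves. Of the single steroid genes, 17 stayed and 1 moved with NextSeq alone, against 1 and 17 with MiSeq alone. The totals of stayed and moved values therefore do not measure how robust the results are. CPM in place of TPM is the scale used throughout and was not run apart. No paired analysis was possible because each tissue is 1 pool of RNA from both females. Blood had the fewest genes present in all settings but a minimum of 10 CPM, which left 5412 in liver, 4340 in muscle and 4538 in blood. Unique genes at that minimum numbered 954 in brain, 760 in ovary, 512 in spleen, 199 in liver, 119 in muscle and 125 in blood. At 0.5 CPM there were 226 in ovary, 104 in spleen, 45 in liver and 37 in muscle, and with under 10 reads elsewhere 202 in brain, 184 in ovary, 54 in spleen, 37 in liver, 26 in muscle and 28 in blood. Unique genes were 110 in spleen without the 50 most abundant genes, 118 in spleen and 34 in blood with segments of a name summed, and 117 in liver, 100 in muscle and 161 in blood under TMM scaling. Ovary and spleen shared 120 genes at 0.5 CPM and 108 without the 50 most abundant genes. Under TMM scaling the genes with their maximum in a tissue numbered 2427 in ovary, 1709 in spleen, 1917 in liver, 2286 in muscle and 3164 in blood. Without the 50 most abundant genes there were 1534 in muscle and 2303 in blood, and without the mitochondrial genome 1336 in muscle. The correlation of summed expression with τ stayed negative, at −0.311 in the MiSeq data, −0.323 with only values under 1 CPM set to 2, −0.67 with a floor of 1, −0.584 on the log2 scale, −0.224 on the linear scale, −0.504 for genes reaching 10 CPM and −0.0744 with the maximum in place of the sum. Mean τ by tissue was 0.529 in brain, 0.458 in ovary, 0.430 in spleen, 0.536 in liver, 0.450 in muscle and 0.392 in blood in the MiSeq data, 0.536 in liver in the NextSeq data, and 0.526 in brain, 0.535 in liver and 0.449 in muscle for the mean of the platforms. With only values under 1 CPM set to 2 it was 0.543 in brain, 0.467 in ovary, 0.439 in spleen, 0.544 in liver, 0.468 in muscle and 0.402 in blood, and with a floor of 1 0.678 in brain, 0.560 in ovary, 0.517 in spleen, 0.630 in liver, 0.558 in muscle and 0.470 in blood. On the log2 scale it was 0.625 in brain, 0.509 in ovary, 0.461 in spleen, 0.587 in liver, 0.514 in muscle and 0.422 in blood, and on the linear scale 0.821 in brain, 0.762 in ovary, 0.731 in spleen, 0.834 in liver, 0.777 in muscle and 0.740 in blood. For genes reaching 10 CPM it was 0.560 in brain, 0.467 in ovary, 0.432 in spleen, 0.549 in liver, 0.469 in muscle and 0.397 in blood, and with blood left out 0.494 in brain, 0.420 in ovary, 0.395 in spleen, 0.485 in liver and 0.408 in muscle. Positively selected genes stood, by expression, at the 17.0 percentile in the MiSeq data, 49.8 by the median and 49.6 by the mean of log2 values. By τ they stood at the 14.4 percentile in the MiSeq data, 10.8 with a floor of 1, 10.8 on the log2 scale, 6.20 on the linear scale and 8.92 against matched lists. Their mean CPM was 28.2 in brain, 55.7 in ovary, 41.1 in spleen, 15.4 in liver, 13.4 in muscle and 57.9 in blood in the MiSeq data, 25.7 in brain, 49.0 in ovary, 38.3 in spleen, 14.9 in liver, 12.4 in muscle and 19.1 in blood without the 2 most abundant of them, and 15.1 in brain, 23.6 in ovary, 20.3 in spleen, 28.2 in liver, 35.9 in muscle and 82.0 in blood under TMM scaling. Their median was 14.4 in brain, 27.8 in ovary, 17.5 in spleen, 5.46 in liver, 4.29 in muscle and 2.71 in blood. Mean τ of the steroid genes was 0.759 for synthesis and 0.763 for conversion in the MiSeq data, 0.956 for synthesis, 0.887 for conversion and 0.796 for receptors with a floor of 1, 0.914 for synthesis, 0.830 for conversion and 0.723 for receptors on the log2 scale, 0.986 for synthesis, 0.942 for conversion and 0.903 for receptors on the linear scale, and 0.599 for synthesis, 0.706 for conversion and 0.635 for receptors under TMM scaling. For receptors it was 0.679 with the mean of the platforms, 0.680 with only values under 1 CPM set to 2 and 0.660 with segments of a name summed. The 0.599 for synthesis under TMM scaling rests on CYP11A1, whose ovary level then lies under the floor of 2 CPM. The first 17βHSD cluster kept 3 isoforms with a correlation distance (1 minus Pearson correlation in place of Euclidean) and 3 with each gene centred, but HSD17B7 replaced HSD17B8. Depth limits the MiSeq values most, where 1 count is up to 0.989 CPM.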

Differences from the paper's values

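Of 88 values that the paper states and that could be set beside values in CPM, 8 differ by more than the SD between platforms and by more than 1.5 times (for a correlation, by more than the SD alone). Genes unique to spleen number 114 in the paper's Supplementary Table S4 and 181 here. Of the alternatives set before the data were examined, the MiSeq data (166), a threshold of 0.5 CPM (104), rescaling without the 50 most abundant genes (110), TMM scaling (124) and summing segments of a name (118) come within 1.5 times. The NextSeq data (182), the mean of the platforms (180), thresholds of 2 and 10 CPM (259 and 512), thinning (181) and under 10 reads elsewhere (54) do not. Genes unique to blood number about 29 in a figure of the paper, read by eye, and 61 here. Summing segments of a name (34) and under 10 reads elsewhere (28) come within 1.5 times, while the other 9 alternatives give 49 to 161. Genes shared by spleen and blood alone number 42 in the paper and 82 here, and all 7 alternatives give 65 to 91. The paper's ρ between summed expression and τ is −0.40 and the value here −0.29, and all 10 alternatives differ from the paper's value, from −0.67 with a floor of 1 to −0.07 with the maximum in place of the sum. Genes with their maximum in blood number 752 in the paper and 1295 here, and all 5 alternatives give 1259 to 3164. The paper's τ of OCIAD1 is 0.1 and the value here 0.0611, with all 7 alternatives differing from the paper's. The paper's τ of MAB21L4 is 0.38 and that of AKAP14 is 0.36. Both are 0 here, where neither gene reaches 1 CPM, and all 6 alternatives that give a value for each differ from the paper's.

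The paper names blood as the tissue with the fewest unique genes, and here muscle has 56 and blood 61. Blood has the fewest at a threshold of 2 CPM, with segments of a name summed and, as an alternative chosen after seeing the values, without the mitochondrial genome. Brain and then ovary have the most here too. The paper names CXCL2, C6 and TSPO2 as the most abundant unique genes of spleen, liver and blood. Here the first is MARCO in spleen, AADAC in liver and a hemoglobin beta-like segment in blood, ranked by CPM, which unlike the paper's TPM is not scaled by length, and this alone can change the order of genes. TSPO2 ranks at 3 and CXCL2 at 2, and C6 has 1.515 CPM in spleen. ZP2 and TNNC2 lead in ovary and muscle here too. The paper describes a decline of specificity from synthesis through conversion to receptors. Here mean τ is 0.724, 0.742 and 0.673, with synthesis the highest under a floor of 1, on the log2 scale and on the linear scale. The paper gives a lower bound for τ of all synthesis enzymes and an upper bound for receptors. P450scc has 0.455 here, under the first, and GPER1 with 0.663 lies above the second, while CYP17A1, HSD3B1, STAR, ESR1 and ESR2 lie within them. At 3.570 CPM in ovary, the τ of P450scc is capped by the floor of 2 CPM. HSD17B7 has 0.610 here, above the range the paper gives for the less specific isoforms, and HSD17B12 has 0.328, below it. Of the 46 genes of the paper's Supplementary Table S8, 38 are highest in the tissue it lists. The exceptions are AK7, ALKBH5, RMDN3, DNTTIP2 and OCIAD1, highest in blood here, DIABLO and NARS2 in spleen, and FAM161A in muscle.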

Other observations

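Of the tests in this part, the one on liver transcripts in spleen was chosen only after the result was seen. Of 14 genes used as markers of proliferation, 12 were highest in ovary, such as cyclin B2 (CCNB2, 982.4 CPM) and AURKA (477.9 CPM), while MKI67 (354.2 CPM) and TOP2A (219.7 CPM) were highest in spleen. Under TMM scaling and without the 50 most abundant genes, BUB1 and PCNA moved to blood and KIF11 to spleen. Interferon-induced antiviral genes were highest in spleen for 10 of 11, among them the virus sensor TLR7 (135.3 CPM), while MX1 had 51.14 CPM in ovary. TMM scaling moved TLR7, TLR3 and IFIH1 to liver, EIF2AK2 to muscle and ZNFX1 to blood, and rescaling without the 50 most abundant genes moved IFIH1 alone. Genes of the respiratory chain were highest in muscle for 43 of 61, and 44 of the 61 kept their tissue in each platform and scaling. Ribosomal protein genes were highest in spleen for 45 of 63, but 6 of the 63 kept their tissue throughout. Genes of cholesterol synthesis divided between ovary (9 of 18), liver (7) and brain (2). HMGCS1, which acts early in the pathway, had 564.4 CPM in liver, and TMM scaling moved 10 of the 11 genes of ovary and brain to liver.

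Hormone axes beyond the sex steroids were spread over tissues. The growth hormone receptor GHR (248.2 CPM) and its target IGF1 (10.31 CPM) were highest in liver, IGF2 (33.87 CPM) and 3 more of 9 growth genes in ovary, 2 in brain and IGFBP5 (17.55 CPM) in spleen, with IGF1R moving to blood and IGFBP3 to muscle under TMM scaling. The thyroid hormone activator DIO2 had 24.66 CPM in liver and the receptor THRA 26.62 CPM in brain, and of 6 thyroid genes 3 were highest in each of these tissues, with THRB and TTR moving to liver under TMM scaling, and THRB also without the 50 most abundant genes. Of 10 clock genes 3 were highest in brain, 3 in spleen, 2 in ovary and 2 in blood, where CLOCK (118.8 CPM) and NFIL3 (147.8 CPM) were highest. TMM scaling moved 6 of the 10. FOS, an early response gene, was highest in blood (107.8 CPM), as was DUSP1 (53.82 CPM), and of the other 7 stress genes 4 were highest in spleen, led by the chaperone HSP90AA1 (8594 CPM), and 3 in ovary. HSP90AA1, HSPA8 and ATF3 were highest in muscle under TMM scaling and without the 50 most abundant genes, and HSPA5 in liver under TMM scaling. Of 12 other steroid enzymes 5 were highest in spleen, 4 in liver, 2 in ovary and 1 in brain, and of 6 adrenal genes 4 in ovary and 2 in brain. The 5 other steroid receptors had their highest level in 5 different tissues. Of the paper's 6 housekeeping genes 3 were highest in ovary, 2 in muscle and 1 in spleen, and those of ovary moved to blood under TMM scaling and without the 50 most abundant genes.

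Few genes were unique to blood, and 1 hypothesis is that residual blood in the other tissues carries erythrocyte transcripts. If so, hemoglobin and other erythrocyte markers would share 1 ratio to blood in each tissue. The median ratio of the other markers lay within 3 times the hemoglobin ratio in 4 of the other 5 tissues, and at 3.24 times it in ovary. It was above the hemoglobin ratio in every tissue, the least in muscle (1.93 times). Of 9 single markers, 5 lay within 3 times in brain, 4 in ovary and 6 each in spleen, liver and muscle. A shared ratio thus holds for only part of the markers. Hemoglobin took 0.0666% of the counts in brain, 0.163% in ovary, 0.111% in spleen, 0.0701% in liver and 0.0992% in muscle. Residual blood may thus lift abundant red cell transcripts over 1 CPM in solid tissues, though the test does not show how many genes lose their place among the unique ones.

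Hepatocyte transcripts were seen in spleen, with albumin at 828.5 CPM. The hypothesis tested was liver tissue, RNA or reads in the spleen sample, which would bring hepatocyte genes at 1 common share. Of 21 hepatocyte markers with at least 100 CPM in liver, 16 had a spleen level within 2 times the median share of 1.17% (quartiles 1.09% and 1.72%; 1.17% in NextSeq and 1.25% in MiSeq). The median was 0.239% in ovary and at most 0.0258% in brain, muscle and blood. The complement genes C3 (11.0%) and C5 (13.2%), TF (3.85%) and G6PC (4.08%) lay above this share in spleen and C6 (0.405%) below it. These values are consistent with a small amount of liver material in the spleen pool, a hypothesis found and tested on the same data. The median share was also to be at least 3 times that of any other tissue, which it was. With that share removed, 36 of the 56 genes shared by spleen and liver alone stayed present in spleen.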
